# Transcriptome Analysis of Spermatogenically Regressed, Recrudescent and Active Phase Testis of Seasonally Breeding Wall Lizards *Hemidactylus flaviviridis*

**DOI:** 10.1371/journal.pone.0058276

**Published:** 2013-03-11

**Authors:** Mukesh Gautam, Amitabh Mathur, Meraj Alam Khan, Subeer S. Majumdar, Umesh Rai

## Abstract

**Background:**

Reptiles are phylogenically important group of organisms as mammals have evolved from them. Wall lizard testis exhibits clearly distinct morphology during various phases of a reproductive cycle making them an interesting model to study regulation of spermatogenesis. Studies on reptile spermatogenesis are negligible hence this study will prove to be an important resource.

**Methodology/Principal Findings:**

Histological analyses show complete regression of seminiferous tubules during regressed phase with retracted Sertoli cells and spermatognia. In the recrudescent phase, regressed testis regain cellular activity showing presence of normal Sertoli cells and developing germ cells. In the active phase, testis reaches up to its maximum size with enlarged seminiferous tubules and presence of sperm in seminiferous lumen. Total RNA extracted from whole testis of regressed, recrudescent and active phase of wall lizard was hybridized on Mouse Whole Genome 8×60 K format gene chip. Microarray data from regressed phase was deemed as control group. Microarray data were validated by assessing the expression of some selected genes using Quantitative Real-Time PCR. The genes prominently expressed in recrudescent and active phase testis are cytoskeleton organization GO 0005856, cell growth GO 0045927, GTpase regulator activity GO: 0030695, transcription GO: 0006352, apoptosis GO: 0006915 and many other biological processes. The genes showing higher expression in regressed phase belonged to functional categories such as negative regulation of macromolecule metabolic process GO: 0010605, negative regulation of gene expression GO: 0010629 and maintenance of stem cell niche GO: 0045165.

**Conclusion/Significance:**

This is the first exploratory study profiling transcriptome of three drastically different conditions of any reptilian testis. The genes expressed in the testis during regressed, recrudescent and active phase of reproductive cycle are in concordance with the testis morphology during these phases. This study will pave the way for deeper insight into regulation and evolution of gene regulatory mechanisms in spermatogenesis.

## Introduction

Reptiles hold a phylogenically crucial place in animal evolution as they are ancestor to both birds and mammals. Exhibition of amniotic membrane places reptiles in close proximity with birds and mammals [1]. Tubular form of spermatogenesis, where spermatogenesis takes place in seminiferous tubule and myoid peritubular cells appear for the first time in reptilian testes [2]. These are the features found in testis of higher order mammals also. These features are maintained in higher order mammals also. The wall lizard is a seasonally breeding animal exhibiting a prenuptial cycle of sperm development [3]. Prenuptial reptiles produce sperm prior to or during the mating season. Reproductive cycle of wall lizard is clearly divided in three phases, regressed from late May to August, recrudescent September-November, and spermatogenically active phase from December to early May [4]. In the recrudescent phase, proliferating spermatogonia and meiotic germ cells are present; in active phase advanced germ cells undergoing spermiogenesis and fully mature sperm supported by mature Sertoli cells are present. While in regressed phase, only quiescent spermatogonia and retracted Sertoli cells are present for long time retaining of their ability to repopulate & redifferentiate. Since, any defect in onset and/or reinitiation of spermatogenesis may lead to testicular condition similar to certain forms of infertility. This periodic subtle transition between spermatogenically active and inactive state of testis in this reptile model offer an appropriate situation to understand over and under expression of genes involved in initiation of mitosis, meiosis, maintenance of sperm production, and finally, seizure of spermatogenic process, which is otherwise not possible in mice or rat.

In mice, microarray has been used as a powerful technique to construct gene regulatory networks for a global view of varied states of testes in different age groups [5]. With the advent of microarray technology, the comparison of mRNA expression by germ cells and hormone-induced gene expression in testes has been addressed [6]. Microarray studies have helped in the identification of novel candidate genes (previously non-documented) that play crucial role in the regulation of spermatogenesis [7]. In light of this, an attempt was made to profile genes expressed during regressed, recrudescent, and active state of testis of wall lizard by employing microarray technique. Although South American green lizard *anole* genome has been sequenced recently [8], microarray chips for the same are not yet commercially available. Because of this constrain and to study genes conserved in lizard and mice, we have used mouse whole genome gene array chips. The present investigation in wall lizard, *H. flaviviridis* is the first exploratory study documenting gene expression across all the phases of its reproductive cycle. Further functional studies based on this microarray data will provide deeper insight in to the specific role of these genes in regulation of spermatogenesis. Although there are several forms of idiopathic male infertility which are untreatable, men do not show distinct demarcation in ability of testis and its recrudescence, hence do not provide opportunity to identify genes important for switching on or off during spermatogenesis.

## Materials and Methods

### Ethics Statement

The guidelines of the “Committee for the Purpose of Control and Supervision of Experiment on Animals CPCSEA,” Government of India, were followed in handling, maintenance, and sacrifice of animals with Institutional Animal Ethics Committee IAEC approval DUZOO/IAEC-R/2011/17.

### Animals Maintenance and Tissue Collection

The wall lizards *Hemidactylus flaviviridis* were procured from in and around the city of Delhi, India. Male animals were housed in wooden cages and acclimatized to laboratory conditions 12L: 12D at least for 8 days before the commencement of the experiments. They were provided food and water *ad libitum*. On an average, 4–6 animals were sacrificed in spermatogenically active phase, 6–8 in recrudescent and 50–60 in regressed phase. The decapsulated testes were snap frozen in liquid nitrogen and crushed to powder with sterile mortar and pestle. The powdered tissue was resuspended in 2 ml of RNA-Save, Biological Industries, Israel, distributed 1 ml each in screw capped sterile tube and kept at 4°C for 4–5 h to get RNA SAVE permeabilized and stored at −80°C until used for RNA isolation. For routine histology, 2–3 testes from each phase were fixed in Bouin’s fixative.

### Histopathology

For evaluating the status of spermatogenesis, testes obtained from various phases of reproductive cycle from wall lizard were fixed in Bouin’s fluid and paraffin blocks were prepared. Sections 4 µm thick were cut with a Reichert Jung microtome 1640 and hematoxylin eosin staining was done following standard procedure [9]. After mounting in DPX mountant, the sections were observed under bright field illumination with an upright microscope, Nikon, MICROPHOT-FX.

### Extraction, Quantification and Quality Control of RNA

Total RNA was isolated from tissue samples using Qiagen RNAEasy Mini kit, Qiagen, Valencia, CA, following the instructions of the manufacturer. Equal amount of crushed tissue from each phase of testis was used for RNA isolation. The yield and purity of extracted RNA were assessed using standard protocols of taking absorbance ratio between 260 nm and 280 nm, and in 1% agarose gel electrophoresis. RNA integrity of individual samples was also assessed by Bioanalyzer 2100, using RNA 6000 Nano Lab Chip, Agilent Technologies Inc., Palo Alto, CA. The algorithm of Agilent 2100 Expert Software automatically calculates RNA Integrity Number RIN for the assessment of total RNA quality based on electropherogram output. RIN score provided a quantitative value for RNA integrity that facilitated the standardization of quality interpretation. Total RNA was considered to be of good quality when the rRNA 28S/18S ratios were greater than or equal to 1.5, with the rRNA contribution being 30% or more and an RNA integrity number RIN was ≥8.0 out of maximum scoring of 10 [10].

### cRNA Synthesis, *In vitro* Transcription, Labelling and Microarray Hybridization

Individual RNA samples from each sub-groups and conditions having RIN scores >8.0 were subjected to whole transcriptome array experiment using the Agilent Whole genome Mouse 8×60 K format Array chip, AMADID: 26986, according to the manufacturer’s recommendations. See table S1 for the subject details of the selected samples. The probe synthesis, hybridization, and post-hybridization stringency wash were performed as described by manufacturer’s protocol Agilent Technologies http://www.genomics.agilent.com. Briefly, both first and second strand cDNA were synthesized by incubating 500 ng of total RNA with 1.2 µl of oligo dT-T7 Promoter Primer in nuclease-free water at 65°C for 10 min followed by incubation with 4.0 µl of 5× First strand buffer, 2 µl of 0.1 M DTT, 1 µl of 10 mM dNTP mix, 1 µl of 200 U/µl MMLV-RT, and 0.5 µl of 40 U/µl RNaseOUT, at 40°C for 2 hour. Immediately following cDNA synthesis, the reaction mixture was incubated with 2.4 µl of 10 mM Cyanine-3-CTP (Perkin-Elmer, Boston, MA), 20 µl of 4X Transcription buffer, 8 µl of NTP mixture, 6 µl of 0.1 M DTT, 0.5 µl of RNaseOUT, 0.6 µl of Inorganic pyrophosphatase, 0.8 µl of T7 RNA polymerase, and 15.3 µl of nuclease-free water at 40°C for 2 hour. Qiagen’s RNeasy mini spin columns were used for purifying amplified cRNA samples. The quantity and specific activity of cRNA was determined by using NanoDrop ND-1000 UV-VIS Spectrophotometer version3.2.1. Samples with specific activity >8 were used for hybridization. 825 ng of each Cyanine 3 labeled cRNA in a volume of 41.8 µl were combined with 11 µl of 10× Blocking agent and 2.2 µl of 25× Fragmentation buffer Agilent, and incubated at 60°C for 30 minutes in dark. The fragmented cRNA was mixed with 55 µl of 2× Hybridization Buffer Agilent. About 110 µl of the resulting mixture was applied to the Agilent Mouse Whole Genome 60 k Array chip Agilent Technologies, and hybridized at 65°C for 17 hours in an Agilent Microarray Hybridization Chamber SureHyb: G2534A in rotating Hybridization Oven. After hybridization, array slides were washed with Agilent Gene expression Wash Buffer I for 1 minute at room temperature followed by a 1 min wash with Agilent Gene expression Wash Buffer II at 37°C. Slides were finally rinsed with Acetonitrile for cleaning up and drying.

### Microarray Data Processing

#### Array analysis

Microarray experiments with individual samples were performed according to standard MIAME guide lines http://www.mged.org/Workgroups/MIAME/miame.html. Hybridized arrays were scanned at 5 µm resolution on an Agilent DNA Microarray Scanner G2565BA. Data extractions and quantification from images were done using Feature Extraction software Agilent Technologies. The extracted raw data were analyzed using GeneSpring Gx v 11.0.1 software from Agilent Technologies. Within each hybridization panel the 50th percentile of all measurements was used as a positive control of normalization for each gene. Per-membrane and per-gene intensity dependent normalization, two-way normalization, lowess normalization, averaging, exploratory analysis and significant ratio analysis were performed on log transformed data using GeneSpring v.11.0.1 Agilent Technologies, Santa Clara, CA, USA. Pearson’s correlation coefficients done to assess the reliability of data obtained from two separate hybridization runs for same RNA preparations and confirmed the reproducibility assurance P<0.01 among hybridizations. Analysis of the data retrieved from separate chips with the same RNA samples yielded QC statistics highly concordant with that of the manufacturer, and it revealed more than 95% confidence level.

#### Cluster analysis

It has been observed that there are thousands of genes for each observation in gene expression data and a few genes or group of gene may account much of the variation in whole data. Principal component analysis PCA is an unsupervised multivariate analysis tool that reduces the dimensionality of the data set by transforming to a new set of variables principal components, PCs and summarizes the data features [11]. The normalized and filtered data were analyzed to characterize the global relationships of individual samples by unsupervised principal component analysis PCA and the exposed clustered groups were displayed in a three dimensional 3-D graph. The PCA algorithm in GeneSpring11.5.1 was applied to all annotated regressed, recrudescent and active Phase samples for all expressed genes to evaluate the similarity in gene expression patterns on the basis of underlying variability and cluster structures. Since PCA reduces data complexity in a rational way without any prior knowledge of the categories, it was used to determine if any intrinsic clustering or outliers existed within the data set [12].

To further evaluate the patterns of gene expression profiles in each sample belonging to different groups and/sub-groups, unsupervised hierarchical clustering of all samples using a standardized Pearson’s uncentered correlation vector with average linkage for distance measures was performed [13]. Sample to sample expressional relationship and visualization in the form of dendrogram and heatmap respectively were yielded in hierarchical cluster analysis. While in *K*-means cluster analysis, gene expression levels were randomly assigned into distinct clusters and the average expression vector was computed for each cluster [13]. For every gene, the algorithm then computed the distance to all expression vectors, and moved the gene to the cluster whose expression vector was closest to it. The entire process was repeated iteratively until no gene products could be reassigned to a different cluster. The whole gene classified into different sets of clusters, Ks clusters, according to their expressional patterns and based on their average expression pattern in different samples, clusters of genes also identified as co-expressed genes.

#### Differential gene expression analysis

The fold-change is a measure of differential expression “signal”, whereas t-statistic is a signal standardized by the noise level, i.e., “signal-to-noise” ratio. The fold-change is an example of absolute effect size, whereas t-test a relative effect size. To maximum utilization of statistical information from the data, fold-change and t-statistic can be displayed simultaneously by volcano plots. Volcano plots allow easy comparison between the “double filtering” gene selection criterion and “single filtering” or “joint filtering” criteria.

Normalized microarray data were subjected to one-way analysis of variance followed by pair-wise comparisons of expression values for each gene between active, recrudescent and regressed phase of reproductive cycle samples respectively. The resulting differential gene lists from each pair-wise comparison only included those genes that showed a fold change of >2.0 or higher and a P<0.05 by using a parametric Welch t test with Benjamini-Hochberg multiple testing corrections for false discovery rate FDR [14]. All statistical analysis was performed using GeneSpring 11.0.1 software.

#### Gene ontology based functional analysis

The gene ontology GO based functional enrichment analysis was performed by using the co-expressed genes of three different clusters K1, K2, and K3 identified in previous K-means cluster analysis [15]. Further networks and different functional enrichment analyses were done using gene lists obtained from the differential gene expression analyses between different sub-groups based on pre-fixed setting of a cut-off threshold of pFDR p≤0.05 with the help of the GeneSpring11.0.1 software, GeneGo Metacore software Thomson Reuters, St. Joseph, MI, USA, DAVID tool http://david.abcc.ncifcrf.gov [16] and the Kyoto Encyclopedia of Genes and Genomes KEGG platform http://www.genome.jp/kegg/for pathways analysis to link genomic information with higher order functional information.

### Quantitative Real-Time Polymerase Chain Reaction

Microarray data was validated by assessing the relative expression of some of the selected genes using SYBR green chemistry by Q-PCR as described earlier [17]. The expression of coronin, actin binding protein 1A **Coro1a**, Secreted acidic cysteine rich glycoprotein **sparc,** Inhibitor of growth family, member 1 **Ing1**, ***Vasohibin VASH1,*** Kringle containing transmembrane protein 1 ***Kremen 1,*** Casein kinase 2, alpha 1**Csnk2a1** and **fibronectin Fn** was checked. The relative quantity was derived from the formula: Fold Change  = 2^−ΔΔCt^. For each sample, the calculated quantity was normalized with relation to the quantity found for GAPDH. The list of primers used in this study is given in **Table 1**.

**Table 1:** List of primers used in this study for the validation of microarray data by Q-PCR.

Gene Name	Primer Sequence*		Primer length	Tm°C	Amplicon Size in base pairs	Accession No.
Csnk1e	F	CAGTGTTGTATGGGGCTTT	19	59.4	131	NM_013767.6
	R	ACAGTCACACAAGGCATCAT	20	58.7		
Fn1	F	GACAACTGCCGTAGACCTG	19	59.3	140	NM_010233.1
	R	TCTAGCGGCATGAAGCAC	18	61.0		
Sparc	F	TGGAGTTAGGCAGAGGGAAGT	21	64.9	139	NM_009242.4
	R	GCTCTGGATTATTCTGTCTTTC	22	60.0		
Coro1A	F	CTCAAGGATGGCTACGTGC	19	62.5	129	NM_009898.2
	R	CTCCAGCCTTGACACGGTA	19	62.6		
VASH1	F	CTGGGATGAGTTTGGGCT	18	61.2	119	NM_177354.4
	R	AATACCCTTGCCCTTCACA	19	61.7		
Ing1	F	GTTAGCCGTGCCTCCTCTC	19	63.5	139	NM_011919.4
	R	CTGACACTCGCTGACATGGT	20	62.1		
Kremen1A	F	GGTAAGCCGAGGGAGAAGAG	20	64.9	132	NM_032396.3
	R	TGTGGGAGAGGATGAAGACC	20	62.9		

* F; Forward primer, R; reverse primer.

## Results

### Evaluation of the Status of Spermatogenesis in the Wall Lizard Testis from Regressed, Recrudescent and Active Phase of Reproductive Cycle

Weight and size of wall lizard testis differed significantly during various phases of reproductive cycle. The testis weighed 4–6 mg, 20–25 mg and 36–40 mg during regressed phase, recrudescent phase and active phase respectively. Gonado-somatic Index GSI during regressed, recrudescent and active phase was 5.4×10^−4^, 1.93×10^−3^ and 3.4×10^−3^ respectively. Light microscopic analysis of testicular sections from regressed, recrudescent and active phase of reproduction showed various phases of reproductive cycle. In the regressed phase seminiferous tubules shrunk to the minimal size with no defined tubule morphology. In this phase there are only retracted Sertoli cells and spermatogonia in the seminiferous tubule **Figure 1A**. No other stages of germ cells were seen in this phase. In the testis from recrudescent phase seminiferous tubule size enlarged with full size Sertoli cell and advanced meiotic germ cells. Elongated spermatids embedded in Sertoli cell cytoplasm were also seen in this phase **Figure 1B**. In the testis from active phase, diameter of the tubule became maximal. Sertoli cells were extended holding all the stages of developing germ cells. Sperm head were seen encrypted in the Sertoli cell cytoplasm **Figure 1C**. A detailed comparative description of all the phases of reproductive cycle is given in **Table 2**.

**Figure 1:**
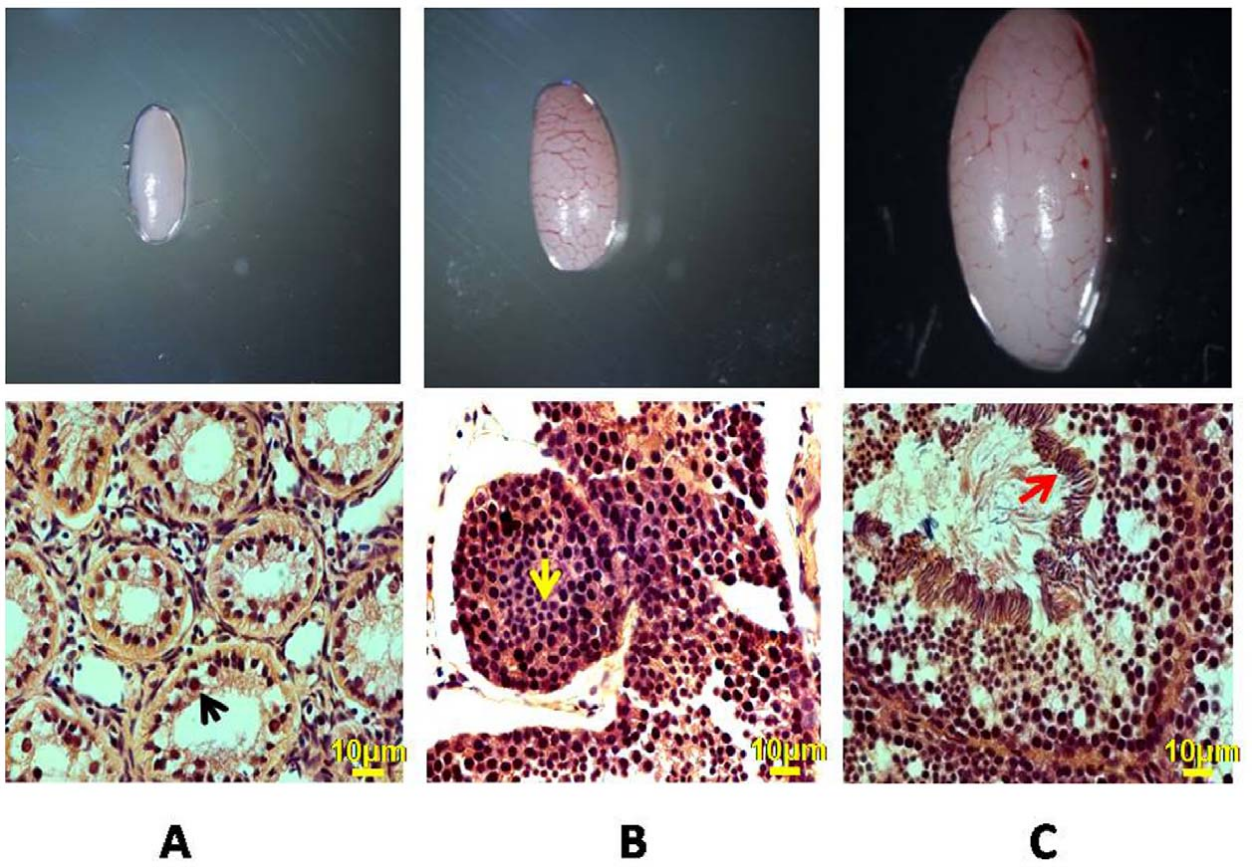
Size and cross section of wall lizard testis. **A** Very small seminiferous tubules, retracted Sertoli cells and only spermatognia are seen in regressed phase testis, black arrow. **B** Testis from recrudescence phase shows large seminiferous tubules, normal Sertoli cells and advanced germ cells, yellow arrow. **C** Testis from active phase is largest in size and sperm in seminiferous lumen can be noticed, red arrow. Bar = 10 µm. Note A = active phase; B = recrudescent phase and C = regressed phase.

**Table 2:** Description of the different reproductive phases of wall lizard testis.

ReproductivePhase	Description	Durationfrom – to	Testis Weight	Animal Body weight	Gonado-Somatic IndexGSIWeight of testis/Weight of animal
**Regressed or Quiescent**	Retracted Sertoli cell, presence of spermatogonia only, small testis size, shrunk seminiferous tubule	Late May – August	5.0 mg	9.3 gm	5.4×10^−4^
**Recrudescent**	Normal Sertoli cells and testis size, meiotic germ cells, normalseminiferous tubule	September – October	22.5 mg	11.7 gm	1.9×10^−3^
**Active**	Same as recrudescent exceptpresence of mature sperm	November – April	38.0 mg	10.9 gm	3.4×10^−3^

### Microarray Analyses of Wall Lizard Whole Testis from Regressed, Recrudescent and Active Phase of Reproductive Cycle

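Total RNA from wall lizard testis of the active, recrudescent and regressed phase was labelled with Cy3 and hybridised to a custom mouse Agilent array, with 2 arrays per phase. Probes designed on mouse sequences were thus read with lizard transcripts. The 6 arrays lay on 1 slide, the active and recrudescent arrays in row 1 and both regressed arrays in row 2, so the row of the slide and the regressed phase cannot be told apart. Each array held 62976 spots, of which 61657 were not controls and carried 61307 different probes. The authors quantified the spots with Agilent Feature Extraction, which subtracted the background from each intensity, marked the spots well above background and put a surrogate value in place of a signal not above background. On active replicate 1 and both recrudescent arrays the software also divided the signal by a fitted surface, a ratio that follows the brightness across the array. With a relative tolerance of 0.001, the processed signal equalled the background-subtracted signal over that surface for 100% of the spots without a surrogate on these 3 arrays, and the undivided signal for 100% of them on the others. The surface ran from 0.0325 to 1.73 on active replicate 1, from 0.0135 to 1.62 on recrudescent replicate 1 and from 0.000989 to 2.56 on recrudescent replicate 2. The surrogate of an array lay between 3.54 and 5.34 intensity units before this division, and reached 165, 262 and 3976 units on these 3 arrays after it. The authors also deposited normalized log2 values, of which 99.9% on each array lay within 0.01 of the log2 processed signal minus its 75th percentile. For the values given here, spots with an outlier mark were left out (46 to 138 per array), spots of one probe were averaged, and each array was scaled to a common 50th percentile of all probes, the percentile that the methods name, with a floor of 1 before the log2. Before scaling the median was 8.28 and 3.83 units on the active arrays, 6.66 and 6.80 on the recrudescent arrays and 4.29 and 3.55 on the regressed arrays, and on active replicate 2 and both regressed arrays it was itself a surrogate. On this scale the median change over all probes was -0.50 between recrudescent and regressed phase, -0.09 between active and regressed phase and 0.50 between active and recrudescent phase. Scaling on the spike-in controls, chosen after seeing the data, moved the first 2 of these medians most, to 1.31 and 1.81, and the 50th percentile of the probes well above background on all 6 arrays moved the last most, to -0.09. Where a probe was not well above background on every array of a phase, its signal there is only a bound, and the change is given as "at least" the mean of the brighter phase over the mean, per array, of the higher of the dim signal and the lowest signal well above background. Before scaling, that lowest signal was 8.29 to 15.7 units on the 3 divided arrays and 17.8 to 21.5 on the others. On the divided arrays a spot can go undetected at a higher signal, as the largest surrogates show, so "at least" is no strict lower limit there. No fold is given where that bound is under 1, where both phases were below background or where the brighter phase was well above background on 1 array only, since its own mean is then no lower limit. A gene is represented by the probe listed in Table 3, or else by its probe with the highest mean signal. Only 2 arrays per phase limit the precision of every value, a permutation of 2 against 2 arrays gives no p under 0.333, and the arrays of a pair of phases fail to overlap by chance in 33.3% of cases.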

The data from duplicate array, separate chips arrays with the same RNA samples, yielded high concordant with more than 95% confidence level with that of the manufacturer. 

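Among the spots that were not controls, 15.2% and 18.8% were well above background on active replicates 1 and 2, 19.7% and 12.2% on recrudescent replicates 1 and 2, and 8.62% and 13.6% on regressed replicates 1 and 2. A surrogate replaced the signal of 56.8% and 50.3% of the spots on the active arrays, 47.0% and 60.0% on the recrudescent arrays and 67.8% and 57.3% on the regressed arrays. Saturated spots numbered 0 on every array. Both arrays of a phase were well above background for 6597 probes in active phase, 5977 in recrudescent phase and 4065 in regressed phase. This was so on all 6 arrays for 2621 probes (4.28%) and on both arrays of at least 1 phase for 8673 probes (14.1%), while 41517 probes (67.7%) were well above background on no array. Of the 308 negative control spots of each array, 8 passed on regressed replicate 1, 3 on active replicate 1 and 1 on each of the other arrays. Over the arrays, 15 of these spots (4.87%) passed at least once and 0 passed on all 6.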

The data from 6 samples, 2 samples from each active, recrudescent and regressed phase, which passed quality control parameters, has been deposited to NCBI via the Gene Expression Omnibus GEO data repository http://www.ncbi.nih.gov/geo/vide accession numbers GSE36505. The data deposited to NCBI-GEO can be accessed at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=njcjxawaaewmuri&acc=GSE36505.

### Cluster Analysis

#### Principal component analysis PCA

PCA is a mathematical tool that aggregates the correlated samples into new sets of variables/samples using the variability in the gene expression data. 

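A principal component analysis of the 60882 probes with a value on every array placed 43.3% of the variance on the first component, 19.4% on the second and 16.3% on the third. On the first component active replicates 1 and 2 scored 91.6 and -173, recrudescent replicates 1 and 2 scored 92.7 and 261, and regressed replicates 1 and 2 scored -120 and -153. The 3 arrays with positive scores were those whose signal had been divided by the fitted surface, so the active replicates fell on opposite sides. Over the 2566 probes well above background on all 6 arrays, the components held 39.5%, 36.1% and 9.18% of the variance. There the active replicates again had scores of opposite sign on the first component, 35.2 and -41.5, with 7.41 and 45.2 for the recrudescent and -2.83 and -43.4 for the regressed replicates. The second component of these probes parted the regressed arrays, at 56.4 and 22.9, from the active arrays at -17.3 and -45.7 and the recrudescent arrays at -15.8 and -0.54. The opposite signs of the active replicates on the first component of these probes depended on the processing. Scaling on the 50th percentile of such probes gave -29.4 and -26.1 for the active and 53.5 and 37.7 for the regressed replicates. No division on any array, a setting chosen after seeing the data, gave -19.8 and -37.7 for the active replicates. On the deposited log2 values their signs stayed opposite, at -38.9 and 3.59. No test of these groupings was run.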

Unsupervised PCA based on the percentage variance in gene expression of the active, recrudescence and regressed phase samples categorized into 2 main clusters. **Figure 2** shows the graphical presentation of PCA. The distribution of genes differentially expressed between active and regressed phase in components 1, 2 and 3, while in between recrudescence and regressed phase in components 1, 2 and 3, revealed considerable degree of expression homogeneity in their corresponding groups.

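Of the genes that the paper lists in Tables S2 and S3 as differing between active and regressed phase, 536 probes were found on the arrays. On the deposited log2 values of these probes, a component analysis of the 4 arrays gave 73.8%, 25.2% and 0.55% of the variance to the components. Across these probes, which are not independent replicates, Pearson's r was 0.986 between the active arrays, 0.969 between the regressed arrays and on average 0.393 between the phases. For recrudescent and regressed phase, the 1762 probes of Tables S2 and S4 gave 81.1%, 17.4% and 1.00% of the variance, with r = 0.980 between the recrudescent arrays, 0.947 between the regressed arrays and 0.568 on average between the phases. These probes had been selected on the same arrays for a difference between phases beyond the spread within them, so the closeness of their replicates is not independent evidence.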

**Figure 2:**
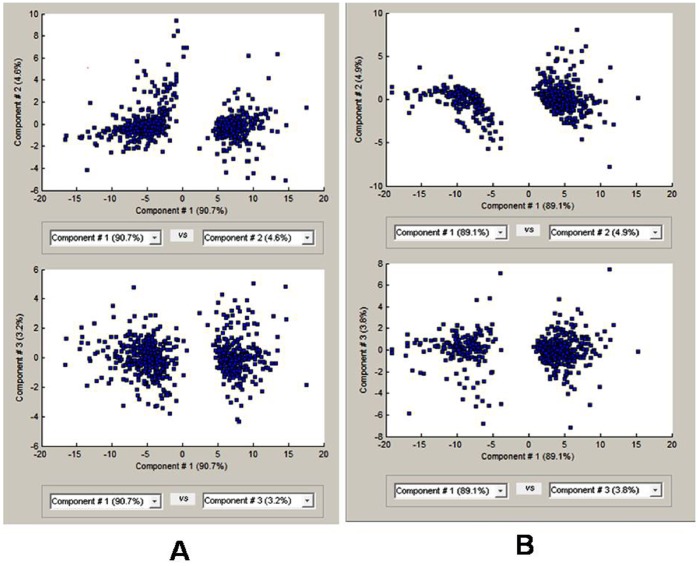
Principal Component Analysis. The PCA of genes differentially expressed between active and regressed phase. Upper panel shows PCA between component 1 and component 2 whereas lower panel shows PCA between component 1 and component 3 shown in **A,** while PCA of genes differentially expressed between recrudescence and regressed phase shown in **B.** Upper panel shows PCA between component 1 and component 2 whereas lower panel shows PCA between component 1 and component 3.

#### Hierarchic clustering analysis HCA

The results of the unsupervised HCA of the all 6 samples, 2 samples each from active, recrudescence and regressed phases, and semi-unsupervised hierarchical clustering analysis and heat map showed that gene expression pattern in active phase clustered closely with those in regressed phase and both of these clustered together with recrudescent phase samples. 

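Clustering with average linkage and uncentered Pearson distance, as in the methods, was repeated on the signal of each probe minus its median over the 6 arrays. The regressed arrays joined first, at a distance of 0.687, and the recrudescent arrays next, at 0.765. Active replicate 1 then joined the recrudescent pair at 0.806 and active replicate 2 joined the regressed pair at 0.958, and the resulting groups met at 1.30. Over the probes well above background on all 6 arrays, the regressed arrays joined at 0.604, active replicate 1 with recrudescent replicate 2 at 0.651 and active replicate 2 with recrudescent replicate 1 at 0.968. These active and recrudescent arrays met at 1.17, and the regressed arrays joined them last at 1.24. Averages of the replicates joined active with recrudescent phase at 1.21 and regressed phase last at 1.33. With the deposited log2 values in their place, active phase joined regressed phase at 1.19 and recrudescent phase came last. That order depended on the distance. With a centered Pearson distance, which scaling by 1 factor per array leaves nearly unchanged, the deposited values joined active with recrudescent phase at 0.212 and regressed phase last at 0.288. In the paper's own clustering (Fig. 3) active phase is described as close to regressed phase.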

The heat map generated based on HCA showed that there was no significant variation among biological replicates **Figure 3**. This analysis confirmed that the expressions of biological replicates were well correlated with each other.

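Over the 60882 probes, Pearson's r was 0.663 between the active arrays, 0.724 between the recrudescent arrays and 0.794 between the regressed arrays. Among the 12 pairs of arrays from different phases, r reached 0.776 between active replicate 1 and recrudescent replicate 1 and 0.759 between active replicate 2 and regressed replicate 2, both above the r between the active arrays. The mean r was 0.727 within phases and 0.638 between phases, and the difference of 0.0894 compares with an SD of 0.0659 among the 3 within-phase values. Pairs of different phases that had been treated alike by the surface division had a mean r of 0.727, against 0.593 for pairs treated differently. Without this division on any array, a setting chosen after seeing the data, these means were 0.732 and 0.729, the r between active arrays rose to 0.775, and the mean within phases exceeded that between phases by 0.0535, the smallest difference of the settings tried. Across the probes well above background on all 6 arrays, the mean r was 0.908 within and 0.837 between phases. These are correlations across probes, which are not independent replicates. The paper calls the replicates biological replicates here and duplicate arrays of the same RNA samples elsewhere in its results. Its Table S1 lists an RNA concentration for each sample, extracted in duplicate, such as 1169.94 and 1372.39 ng/µl for the active ones. The methods describe powdered testes distributed into tubes, without saying whether both samples of a phase came from the same powder. What the spread between the replicates covers thus remains open.

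**Figure D1:**
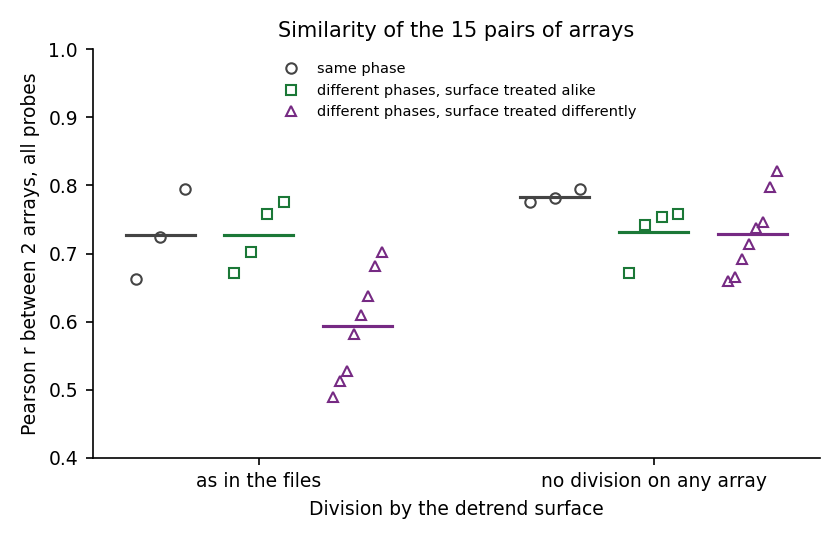
Pearson's r over all probes for the 15 pairs of arrays (vertical axis), grouped by whether the fitted surface was divided out as in the deposited signal or on no array (horizontal axis), with a symbol per pair and a line at each mean. As deposited, pairs of different phases treated alike average 0.727 and pairs treated differently 0.593, and without the division these averages are 0.732 and 0.729.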

**Figure 3:**
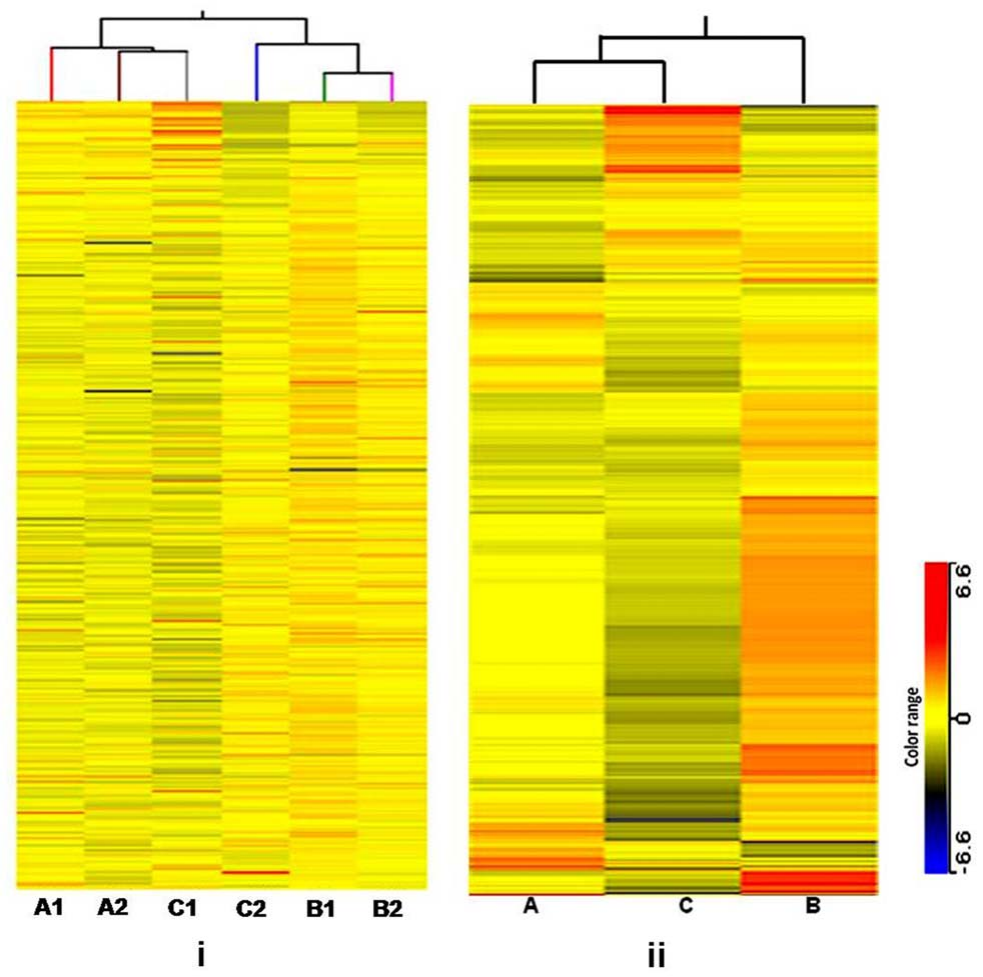
Unsupervised hierarchical clustering. The two-way representation of unsupervised HCA of the expression levels, in logarithmic scale, of all the target probes/genes, Y-axis, in each sample, each column, and their clustering based on expressional distance Pearson correlation coefficient between samples in dendrogram formation, X-axis. Heat map shows the gene expression pattern in defined colour range. **i** Represents the unsupervised HCA of the all 6 samples, 2 samples each from active, recrudescence and regressed phases and **ii** showed the semi-unsupervised hierarchical clustering analysis and heat map of average expression of the replicates in all three groups. Note A = active phase; B = recrudescent phase and C = regressed phase.

#### K-means cluster analysis

To identify the clusters of genes whose expression is regulated in a similar way throughout the samples, *K*-means entity based clustering tool was applied to all the expressed genes across all the 6 samples of regressed, recrudescent and active phase testis. As shown in **Figure 4** **,** 3 major groups named as clusters K-1, K-2 and K-3 were identified. The clusters distinguished themselves according to the percentage enrichment of gene ontology GO-based functionality with regard to biological processes, molecular functions, and cellular localization. 

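K-means clustering with 3 clusters (20 starts) was run on 60882 probes, each expressed as its signal minus its median over the 6 arrays. Cluster means are given on the log2 scale relative to the mean of each probe over the arrays. The largest cluster held 34916 probes (57.4%), with a mean of 0.50 in regressed phase, 0.06 in active phase and -0.56 in recrudescent phase. The replicates of active phase stood apart in this cluster, at -0.38 and 0.50, further apart than the means of active and regressed phase. The share of probes in the largest cluster moved most under normexp background correction, to 84.9%. When the probes that are dim in every phase were left out, it held 4848 of 8567 probes, with the highest mean then in active phase. Over all probes its highest mean was also in active phase under quantile normalization, at 0.17. The same held with division on all 6 arrays (0.10) and with spike-in scaling (0.78), settings chosen after seeing the data. Under the other settings tried it stayed in regressed phase.

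**Figure D2:**
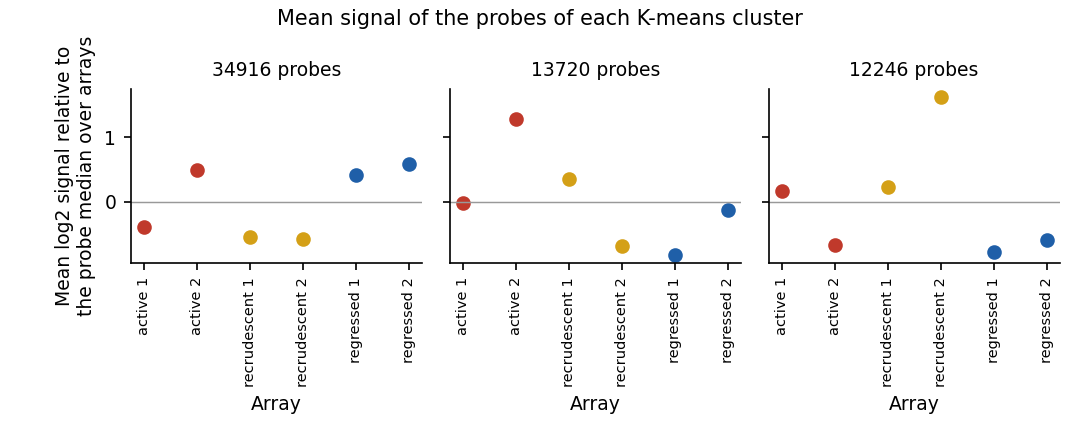
Mean log2 signal relative to the mean of each probe (vertical axis, whose label names the median) on the 6 arrays (horizontal axis). The 3 clusters have 1 panel each, with the number of probes. In the cluster of 34916 probes active replicate 2 lies beside the regressed arrays, and active replicate 1 beside the recrudescent arrays.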

Out of 60 K probe sets, the largest cluster cluster K-1 consisted of 58.5%, 35113 probes in which expression was highest in regressed phase. Of 35113 probe sets in cluster K-1, 4216, 12% were related to molecular functions, 23890, 68% to biological processes and 7027, 20% to cellular components. 

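Of the probes in the largest cluster, 80.9% were well above background on no array and 26.0% carried a surrogate on all 6 arrays. Only 3.73% of them were well above background on all 6.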

The probes of cluster K-1 were over represented in regressed phase. 

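A cluster of 12246 probes (20.1%) had its highest mean in recrudescent phase, 0.92, with -0.24 in active phase and -0.68 in regressed phase. In this cluster 76.8% of the probes were well above background on no array.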

Cluster K-2 included 20.4%, 12215 probes whose expression was gradually increased from active to recrudescence phase. GO functionality showed that out of 12215 probes, 1710, 14% were related to molecular functions, 7329, 60% to biological processes and 3176, 26% to cellular components. These functions showed highest expression in recrudescent phase. 

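The remaining cluster held 13720 probes (22.5%) and had the smallest share of dim probes, with 28.3% well above background on no array. Its mean was 0.63 in active phase, -0.16 in recrudescent phase and -0.47 in regressed phase.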

Cluster K-3 contained 21.1%, 12672 probes out of which 3548, 28% were associated with molecular functions, 6083, 48% with biological processes and 3041, 24% with cellular components in GO functionality groupings.

**Figure 4:**
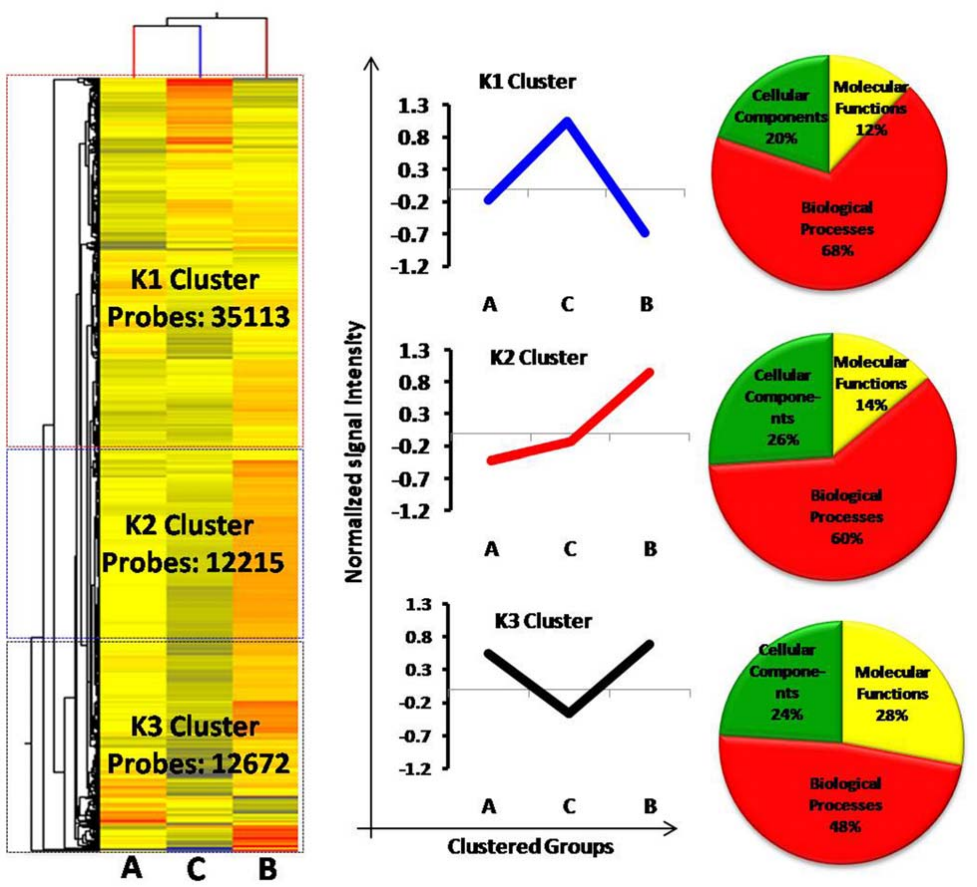
Entity based *K*-mean cluster analysis of entire 60 K probe sets. Entire data was divided in 3 clusters namely K1, K2 and K3. The trend of average expression has been shown by bar graph and Gene Ontology GO analysis has been represented by pie charts describing distribution of data enriching biological processes, molecular functions and cellular components. Note A = active phase; B = recrudescent phase and C = regressed phase.

### Gene Filtering

Testis from regressed phase were considered as control group while recrudescence and active testis were considered as test groups. 

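Each pair of phases was compared in limma, with all 6 arrays in 1 fit, the phase as its only term and Benjamini-Hochberg adjustment within the comparison. As in the methods, a probe counted as differentially regulated with an adjusted p under 0.05 and more than a 2-fold change. The fit was tested on simulated arrays with the means and spreads of the real ones. With 200 of 60882 probes changed in regressed phase by 3 on the log2 scale, limma called 0 of them in either comparison with regressed phase, and with a change of 6 it called 97% in each, along with 20 and 23 probes that had not been changed among its 214 and 217 calls. Over the 8567 probes that were well above background on both arrays of at least 1 phase and had a value on every array, a change of 3 was called for 8% of the changed probes between recrudescent and regressed phase and for 11% between active and regressed phase. The methods' t-test called 0 probes after Benjamini-Hochberg adjustment in each of these simulations. At an unadjusted p under 0.05 it called 958 and 911 probes for the change of 3 over all probes, of which 900 and 848 had not been changed.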

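Between active and recrudescent phase, limma called 0 of 61306 probes, with a smallest adjusted p of 0.0764. At an unadjusted p under 0.05 and the same change it gave 4301 probes, 2920 higher in active phase and 1381 higher in recrudescent phase, of which 2250 were well above background on no array. The direction of this split depended on the scaling: with the 50th percentile of the probes well above background on all 6 arrays, 598 were higher and 2954 lower in active phase. The methods' t-test gave 984 probes unadjusted, 819 higher and 165 lower in active phase, with 748 of them well above background on no array, and 0 after Benjamini-Hochberg adjustment. Fitting the 4 arrays of these phases alone moved the number of calls most, to 184 probes. Leaving out either regressed array gives that same fit by construction, since a lone array adds no spread, so it is no further alternative. Among the probes with the smallest p, Gm6253 (XM_886102) had a log2 signal of 10.41 ± 0.50 (SD, n = 2) in active phase and 1.40 ± 0.19 in recrudescent phase, where it was not well above background. It was at least 179-fold higher in active phase (adjusted p = 0.0764 in limma). The non-coding probe n202763_u198035_AK050803_mRNAlike was at least 81.9-fold higher in active phase, at 9.93 ± 0.81.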

As shown in Volcano plot and Venn diagram **Figure 5** total of 336 genes were differentially regulated in active *Vs* recrudescence group analysis, of which 74 and 262 genes showed the common and exclusive differential expression with other analyzed groups respectively. Total 547 differentially regulated genes were identified in active *Vs* regressed group analysis, of that 158 and 389 genes showed the common and exclusive differential expression with rest of the analyzed groups respectively. 

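In this comparison limma called 0 of 61305 probes, with a smallest adjusted p of 0.0510. Without adjustment it gave 3136 probes, 2363 higher in active phase and 773 higher in regressed phase, of which 327 were well above background on no array. The methods' t-test gave 697 probes unadjusted, 554 of them higher in active phase, and 0 after Benjamini-Hochberg adjustment. Both splits depended on the scaling: with the 75th percentile limma gave 1173 higher and 4301 lower, and on the deposited log2 values, a setting chosen after seeing the data, the methods' t-test gave 293 higher and 1189 lower. Restricted to the 8671 probes well above background on both arrays of at least 1 phase, limma called 427 probes, 329 higher and 98 lower in active phase. With regressed replicate 1 or 2 left out, which leaves regressed phase without a spread of its own, the calls over all probes became 233 and 461. The smallest adjusted p belonged to the non-coding probe n210365_u204362_AK033595_mRNAlike, at 13.40 ± 0.75 (SD, n = 2) in regressed phase and at least 664-fold lower in active phase, where it was not well above background. Another non-coding probe, u201939_mRNAlike, was at 10.60 ± 0.51 in active phase, at least 61.0-fold higher than in regressed phase (adjusted p = 0.0726 in limma).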

Highest number of genes, 1832, found differentially regulated in recrudescence *Vs* regressed phase analysis, of which 215 and 1617 genes showed the common and exclusive differential expression with rest of the analyzed groups respectively. 

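Between recrudescent and regressed phase, limma called 0 of 61304 probes, with a smallest adjusted p of 0.161. Unadjusted it gave 8917 probes, 4357 higher and 4560 lower in recrudescent phase, and 6150 of these were well above background on no array. Scaling the arrays to the 75th percentile shifted that split to 2253 higher and 19593 lower, and scaling on the 50th percentile of the probes well above background on all 6 arrays to 5094 higher and 1243 lower. The methods' t-test gave 7433 probes unadjusted, of which 777 were higher in recrudescent phase and 6630 were well above background on no array, and 0 after Benjamini-Hochberg adjustment. Among the 8670 probes well above background on both arrays of at least 1 phase, limma called 202, 119 higher and 83 lower. With a regressed array left out, 459 probes (replicate 1) or 696 probes (replicate 2) were called over all probes. A surrogate stood in place of the signal on all 4 arrays for 16835 probes, so that their changes came from the surface division and the scaling alone. Their median log2 change was -0.94, 10489 of them (62.3%) passed a 2-fold change, and 5202 of these also had p under 0.05 in the methods' t-test. Without the surface division 0 of them passed 2-fold. In the comparison of active with regressed phase 610 of 17318 such probes (3.52%) passed 2-fold and 0 also passed the test, and in that of active with recrudescent phase 4091 of 15597 (26.2%) and 160 did.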

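Prh1 (NM_011174) had a log2 signal of 8.24 ± 0.28 (SD, n = 2) in active phase, 6.35 ± 0.22 in recrudescent phase and 5.30 ± 0.27 in regressed phase, which is 3.71-fold and 7.70-fold higher in active phase. Olfr129 (NM_146327) was at least 4.39-fold higher in active than in recrudescent phase and at least 1.94-fold higher than in regressed phase. Apob (NM_009693) was well above background on 1 of 2 active arrays, and another of its probes went the other way against regressed phase. H3f3b (NM_008211) was not well above background in active phase and was at least 14.0-fold higher in recrudescent and at least 7.77-fold higher in regressed phase. Aass (NM_013930) was at least 2.40-fold and 2.98-fold higher in the same phases. Gm5848 (XM_619909) was well above background on 1 of 2 recrudescent arrays and below background in active and regressed phase. Ppib (NM_011149) was not well above background on any array. Active and recrudescent arrays did not overlap for any of these 7 genes, and limma gave adjusted p = 0.616 for each. Against regressed phase the smallest adjusted p was 0.250, for Aass.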

7 genes, *Ppib, H3f3b, Aass* and *Gm5848* were down regulated and *Prh1*, *Apob* and *Olfr129* were up regulated, were commonly regulated in between both recrudescence and regressed phase compared with active phase testis samples. 148 genes were commonly regulated in between active *Vs* regressed *and* recrudescence *Vs* regressed phase samples, while 64 genes showed the common expression in between active *Vs* recrudescence and recrudescence *Vs* regressed phase samples. 

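Gm2800 (XM_001474777) and Fam76b (NM_176836) were not well above background on any of the 6 arrays, so no fold is given for them. Gm2800 had a log2 signal of 2.30 ± 0.14 (SD, n = 2) in active phase, 0.93 ± 0.09 in recrudescent phase and 2.91 ± 0.73 in regressed phase. Gm11546 (XM_001474160) stood at 5.53 ± 1.03 in active phase, at least 1.81-fold higher than in regressed phase, and at 4.96 ± 0.14 in recrudescent phase, at least 1.22-fold higher. Its active and recrudescent arrays overlapped, and the gene's other detected probe had the opposite direction in both comparisons with regressed phase.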

Of all, only 3 genes, *Gm2800, Fam76b* and *Gm11546,* were commonly regulated in all the analyzed groups during three phases. These genes are hypothetical in nature and have not yet been annotated for coding specific protein. The complete list of differentially expressed genes in each group is given in supplementary Tables **S2, S3, S4, S5, S6**. 

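Table 3 lists 37 genes, all of which were well above background on at least 1 array and 15 on both regressed arrays. Between recrudescent and regressed phase the change was measured on both sides for 9 of them and was a bound for 19, and between active and regressed phase for 11 and 20. Limma's unadjusted p was under 0.05 for 29 and 25 genes, but the paper chose them on the same arrays, so this is no independent evidence. After adjustment the smallest p was 0.260 and 0.0997. Tubb1 (NM_001080971) had a log2 signal of 14.33 ± 0.47 (SD, n = 2) in active phase, 12.07 ± 2.88 in recrudescent phase and 7.10 ± 2.58 in regressed phase, a 150-fold and 31.4-fold change. Ube2d3 (NM_025356) was 53.1-fold higher in active phase and 25.5-fold higher in recrudescent phase, while its other detected probe was lower in active phase than in regressed phase. Sycp3 (NM_011517), a protein of the meiotic synaptonemal complex, stood at 12.48 ± 1.21, 10.98 ± 1.03 and 7.11 ± 2.65, which is 41.3-fold and 14.6-fold higher than in regressed phase (adjusted p = 0.432 in limma for active phase). In the other direction, Fat1 (NM_001081286) was 12.4-fold higher in regressed than in active phase and 10.1-fold higher than in recrudescent phase, with another probe opposite against active phase. Runx2 (NM_009820) was 17.6-fold higher in regressed than in active phase and at least 114-fold higher than in recrudescent phase, where it was well above background on 1 of 2 arrays. The mean over all probes of Runx2 gave a log2 change of 0.85 toward recrudescent phase, relative to the median change.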

The differentially regulated genes having least p values and higher fold changes in between active, recrudescence and regressed phases were further funnel out based on the functional involvement in lizard spermatogenesis and reproduction, important genes are listed in **Table 3**.

**Figure 5:**
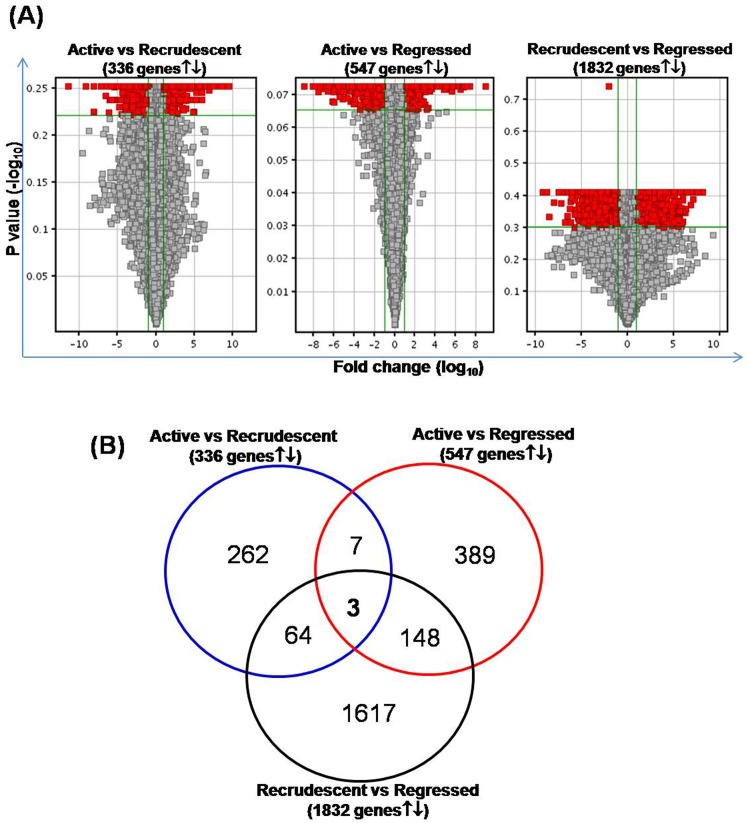
Volcano plot and Venn analysis of differentially expressed genes. **A** Volcano plot, whose X axis represents the fold change, log transformed, and Y axis, the p value, log transformed. If the intensity ratio of a gene in between control and target is more than 2 fold or less than 2 fold having p value less than 0.05, considered as a differentially expressed gene. The genes lying in red colored area are satisfying the differential change criteria and are identified as differentially expressed genes in between two conditions. **B** Venn diagram representing the distribution of differentially expressed, Fold change ≥2 and p-value ≤0.05, genes obtain in active *Vs* recrudescent phase, active *Vs* regressed phase and recrudescent *Vs* regressed phase testis samples analysis. Note that the areas shown in distribution analysis are not strictly in scale.

**Table 3:** Lists of the differentially regulated genes identified from microarray data in recrudescent and active phase samples compared with regressed phase samples.

GeneName	Probe Set IDAgilent gene chip	Gene ID	Gene Description	Gene expression as compared to Regressed PhaseFold change –log2*	
				Recrudescent Phase	Active Phase
**Aass**	GT_Mm_44k_51_P483544	30956	Aminoadipate-semialdehyde synthase nuclear gene encoding mitochondrial protein	−1.01	−4.34
**Aifm2**	GT_Mm_44k_52_P2800	71361	Apoptosis-inducing factor mitochondrion associated 2 (Aifm2), transcript variant 1	2.51	3.68
**Anapc7**	GT_Mm_44k_51_P442481	56317	Anaphase promoting complex subunit 7	3.40	1.96
**Cdx1**	GT_Mm_44k_51_P318999	12590	Caudal type homeo box 1	0.52	3.68
**Cep63**	GT_Mm_44k_51_P149313	28135	Centrosomal protein 63	3.57	−0.27
**Crnkl1**	GT_Mm_44k_52_P440102	66877	Crooked neck-like 1 (Drosophila)	−5.94	−2.82
**Csnk2a1**	GT_Mm_44k_51_P397768	12995	Casein kinase 2, alpha 1	2.30	4.37
**Ddx1**	GT_Mm_44k_51_P387220	104721	DEAD(Asp-Glu-Ala-Asp)box polypeptide 1	0.30	3.26
**Dhx32**	GT_Mm_44k_51_P285997	101437	DEAH (Asp-Glu-Ala-His) box polypeptide 32	4.02	0.47
**Elavl4**	GT_Mm_44k_51_P503722	15572	ELAV (embryonic lethal, abnormal vision, Drosophila)-like 4 (Elavl4), transcript variant 1	−4.14	−0.78
**Elmo1**	GT_Mm_44k_51_P306129	140580	Engulfment and cell motility homolog (C. elegans) 1	2.06	3.79
**Epc1**	GT_Mm_44k_52_P117197	13831	Enhancer of polycomb homolog 1(Drosophila) (Epc1), transcript variant 2	−1.89	−4.27
**Fat1**	GT_Mm_44k_51_P350252	14107	FAT tumor suppressor homolog 1	−4.03	−4.36
**Gadd45g**	GT_Mm_44k_51_P315904	23882	Growth arrest and DNA-damage-inducible 45 gamma	−3.85	−1.48
**H3f3b**	GT_Mm_44k_52_P61786	15081	H3 histone, family 3B	−1.08	0.27
**Hira**	GT_Mm_44k_51_P125395	15260	Histone cell cycle regulation defectivehomolog A	3.74	3.24
**Ing1**	GT_Mm_44k_51_P463941	26356	Inhibitor of growth family, member 1	5.06	2.39
**Kremen1**	GT_Mm_44k_51_P390239	84035	Kringle containing transmembrane protein 1	2.60	3.52
**Leprotl1**	GT_Mm_44k_52_P395220	68192	Leptin receptor overlapping transcript-like 1	3.12	5.79
**Moap1**	GT_Mm_44k_51_P475291	64113	Modulator of apoptosis 1	0.75	2.36
**Msi2**	GT_Mm_44k_52_P628060	76626	Musashi homolog 2 (Drosophila)	−2.37	−1.36
**Myst1**	GT_Mm_44k_51_P103757	67773	MYST histone acetyltransferase 1	0.46	3.24
**Nfat5**	GT_Mm_44k_51_P135309	54446	Nuclear factor of activated T-cells 5	1.57	2.39
**Pax5**	GT_Mm_44k_51_P122855	18507	Paired box gene 5	3.28	4.79
**Pcdh10**	GT_Mm_44k_52_P78439	18526	Protocadherin 10 (Pcdh10), transcript variant 3	−2.91	−6.58
**Ptch1**	GT_Mm_44k_51_P127435	19206	Patched homolog 1	1.13	4.51
**Ptgir**	GT_Mm_44k_52_P681368	19222	Prostaglandin I receptor	−3.20	−1.18
**Raver1**	GT_Mm_44k_52_P333352	71766	Ribonucleoprotein, PTB-binding 1	1.56	3.15
**Runx2**	GT_Mm_44k_51_P230942	12393	Runt related transcription factor 2	−8.49	−4.86
**Serpine2**	GT_Mm_44k_51_P268094	20720	Serine (or cysteine) peptidase inhibitor,clade E, member 2	5.01	1.36
**Sirt6**	GT_Mm_44k_01331	50721	Regulation 2, homolog) 6 (S. cerevisiae)sirtuin 6 (silent mating type information	−3.53	−0.82
**Slc2a8**	GT_Mm_44k_51_P358171	56017	Solute carrier family 2, (facilitated glucose transporter), member 8	3.61	4.91
**Sp3**	GT_Mm_44k_52_P522264	20687	Trans-acting transcription factor 3 (Sp3), transcript variant 1	−0.15	0.82
**Sycp3**	GT_Mm_44k_01569	20962	Synaptonemal complex protein 3	3.17	4.65
**Trps1**	GT_Mm_44k_51_P240384	83925	Trichorhinophalangeal syndrome I	2.54	3.14
**Tubb1**	GT_Mm_44k_00653	545486	Tubulin, beta 1	4.27	6.51
**Ube2d3**	GT_Mm_44k_52_P229709	66105	Ubiquitin-conjugating enzyme E2D 3(UBC4/5 homolog, yeast)	3.97	5.01

* Negative sign represent that genes are down regulated while others are up-regulated in between analyzed conditions.

### Gene Ontology GO Enrichment Analysis

The GeneGo Metacore, GeneSpring 11.0.1 and DAVID software’s have been employed for Gene Ontology analysis. Further conditional test was used to enrich more specific GO terms. The cohort of the genes identified in pair-wise analysis in between active, recrudescence and regressed phase testis samples were considered for further GO analysis. The GO terms cytoskeleton, cell-cell junctions, transcription, osmo-regulation, differentiation, cell cycle, and niche maintenance showed the involvement during various phases of lizard reproductive cycle **Table 4**. Genes involved in cytoskeleton, cellular growth, apoptosis, initiation of transcription, cell division and regulation of cellular metabolism were over represented in active and recrudescent phase. 

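The genes that the paper names for each function were tested as 13 lists of at least 3 genes, with limma's camera test at a preset correlation of 0.01, 1 probe per gene and Benjamini-Hochberg adjustment over these and 3 further lists of the paper. Changes are given relative to the median gene tested, for the mean of active and recrudescent phase against regressed phase unless stated otherwise. Since the study chose these genes on the same arrays, the tests are not independent evidence for the lists. In the direction that the paper states, 5 lists passed an adjusted p under 0.05, all of them higher in active and recrudescent phase, and 0 lists passed in the other direction. Their median relative log2 changes were 3.14 for cytoskeleton (9 genes), 2.19 for cell-cell junctions (4 genes), 3.84 for apoptosis (8 genes), 3.00 for cell division and growth (5 genes) and, for active against regressed phase, 4.11 for differentiation (10 genes). All 5 also passed under fry, a rotation test, which added the list for transcriptional silencing. The alternative that moved these values most was the normexp background correction, under which cell division and growth fell to 0.04 and cytoskeleton to 0.55. The 3 further lists, genes common to both comparisons with active phase, common to all comparisons and measured by real time PCR, had medians of 1.75, -1.15 and 1.24, with adjusted p of 0.168, 0.491 and 0.448 by camera. The single genes passed no adjusted threshold in either comparison with regressed phase, where the smallest adjusted p of any gene in these 5 lists was 0.0908.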

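The 5 lists for functions placed in regressed phase were transcriptional silencing, check on cell growth, cell fate commitment, chemokine signaling and cytokine biosynthesis. By camera 0 of them passed an adjusted p under 0.05, at adjusted values between 0.0549 and 0.303, and by fry 1 passed, the list for transcriptional silencing. All 5 had a median below that of the genes tested, from -0.43 to -0.88, which is the direction of higher signal in regressed phase. Most of their genes were below background on all 4 arrays of a comparison, such as 7 of 7 for cytokine biosynthesis and, between recrudescent and regressed phase, 6 of 10 for chemokine signaling.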

Genes playing important roles including negative regulation of transcription, stem cell niche maintenance, inhibition of cell growth and negative regulation of metabolism were upregulated in regressed phase **Figure 6**. 

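Sp1 (NM_013672) was not well above background on any of the 6 arrays, with a log2 signal of 1.98 ± 0.59 (SD, n = 2) in active phase, 1.41 ± 0.12 in recrudescent phase and 2.40 ± 0.00 in regressed phase. Hnf4a (NM_008261) stood at 5.15 ± 0.98, 4.71 ± 0.28 and 4.42 ± 1.56, and its arrays overlapped between every pair of phases. It was well above background on 1 active, 2 recrudescent and 1 regressed array. Myc (NM_010849) was well above background on 1 active array only, with 4.64 ± 2.00 in active phase, 3.61 ± 0.04 in recrudescent phase and 2.40 ± 0.00 in regressed phase. Tested as a list, the 3 genes had a median relative log2 change of 0.66 toward active and recrudescent phase, with an adjusted p of 0.514 by camera, which turned to -0.10 under quantile normalization and to -0.30 with regressed replicate 1 left out.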

Three transcription factors, *Sp1, HNF4-α* and *c-Myc* have shown to be prominently expressed in both recrudescent and active phase samples. These transcription factors regulate a number of other important genes involved in downstream signaling cascade. **Figure 7** shows interaction of these transcription factors with other genes.

**Figure 6:**
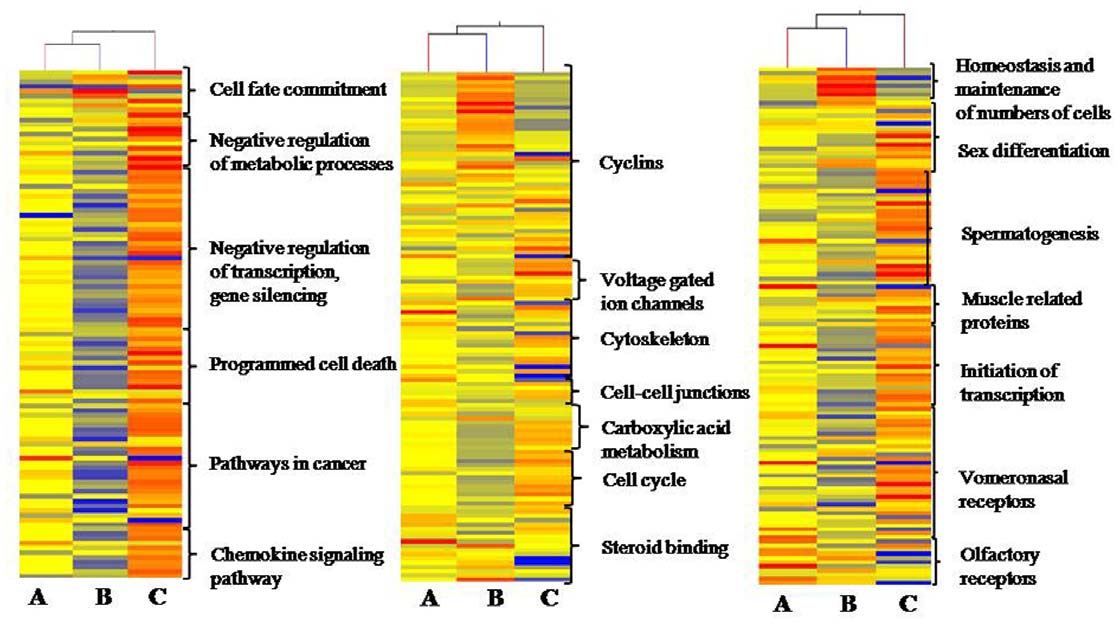
Functional clustering of biologically important genes. Heat map showing changes in expression of genes related to some biologically important functional categories during active, recrudescent and regressed phase of wall lizard reproductive cycle. Heat maps were constructed using average of raw signals for each gene in microarray data.

**Figure 7:**
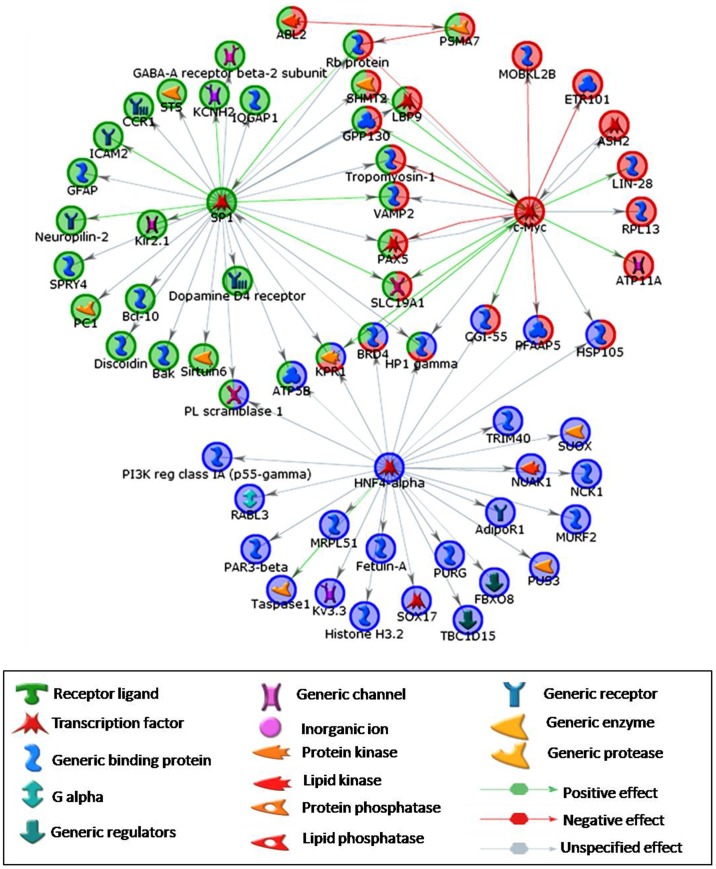
Interactome and networks. Interaction of three transcription factors, HNF-4, c-Myc and Sp1, with other important pathway candidate genes. These three transcription factors are prominently expressed commonly in both recrudescent and active phase.

**Table 4:** Functional category enrichment analysis based on Gene Ontology terms.

Biological Process	GO Term ID	Counts	% of Differentially Regulated genes	p-Value
Cell junction	GO:0030054	8	7.4	0.009
Cellular homeostasis	GO:0019725	6	2.04	0.56
Spermatogenesis	GO:0007283	3	1.02	0.89
Positive regulation of growth	GO:0045927	4	3.3	0.004
Cytoskeleton	GO:0005856	13	10.83	0.02
Steroid binding	GO:0005496	7	0.46	0.06
Positive regulation of cytokinebiosynthetic process	GO:0042108	7	0.46	0.07
Homeostasis of number of cells	GO:0048872	14	0.92	0.05
Germ cell development	GO:0007281	13	0.86	0.05
Gene silencing	GO:0016458	6	0.39	0.03
				
Cell fate commitment	GO:0045165	8	0.53	0.9
Tissue remodeling	GO:0048771	3	0.19	0.85
				
Negative regulation of gene expression	GO:0010629	37	2.4	0.01
				
Cell division	GO:0051301	3	4.5	0.2
Apoptosis	GO:0006915	30	1.9	0.78
Transcription initiation	GO:0006352	3	2.4	0.02
GTpase regulator activity	GO:0030695	37	2.4	0.02
Negative regulation of macromolecule metabolic process	GO:0010605	8	3.9	0.21
Blood vessel morphogenesis	GO:0048514	7	2.3	0.07

% of DR refers to the percent of differentially regulated transcripts falling under the term; p-value is the raw p-value from Fishers exact test. GO term analysis was done using DAVID bioinformatic tool for functional analysis (http://david.abcc.ncifcrf.gov/).

### Validation of Microarray Data by Quantitative Real Time Polymerase Chain Reaction

The transcripts of some selected differentially expressed genes were further quantified using q RT-PCR for microarray data validation. The relative expressions of 7 genes, *Ing, Coro1A, Vasohibin, Sparc, Kremen 1, Casein Kinase1 and Fibronectin* were validated by quantitative real time PCR in active phase compared with regressed phase testis samples. *Coro1A and Sparc* were down-regulated in active phase as compared to regressed phase, while rests of 5 genes were found to be up-regulated in active phase. 

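On the arrays, Kremen1 (NM_032396) had a log2 signal of 6.80 ± 0.73 (SD, n = 2) in active phase and was not well above background in regressed phase, at least a 4.36-fold difference (adjusted p = 0.178 in limma). Ing1 (NM_011919) was well above background on 1 of 2 active arrays, at 5.51 ± 4.03 on the log2 scale. Coro1a (NM_009898) stood at 5.37 ± 0.25 in regressed phase, at least 2.53-fold higher than in active phase. Sparc (NM_009242) was at 5.86 and 7.42 on the regressed arrays and at 1.54 and 6.35 on the active arrays, at least a 3.48-fold difference, but the arrays of the phases overlapped. Vash1 (NM_177354) was measured on all arrays, at 5.28 ± 0.24 in active and 7.84 ± 0.40 in regressed phase, so that it was 5.88-fold higher in regressed phase (adjusted p = 0.481 in limma). Fn1 (NM_010233) stood at 7.89 ± 2.90 in regressed phase, at least 10.0-fold higher than in active phase, where 1 of 2 arrays was well above background. For casein kinase, the text and the tables do not settle on 1 gene. Csnk2a1 (NM_007788), which Table 3 lists, was at 7.64 ± 0.85 in active phase and at least 7.85-fold higher there than in regressed phase. Csnk1e (NM_013767) was 23.7-fold higher in active phase, with overlapping arrays at 14.02 ± 1.16 and 9.46 ± 6.20.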

The histogram in **Figure 8** represents that all the genes considered for validation showed similar expression profile in both real time PCR and microarray analysis. 

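Of these 8 genes, counting both casein kinases, 4 were higher and 4 lower in active phase relative to the median probe. An unadjusted p under 0.05 in limma was found for 4. The smallest adjusted p among them was 0.148, for Csnk2a1. In recrudescent phase Vash1 was at 4.54 ± 0.76 (SD, n = 2) and Fn1 at 4.88 ± 0.14, again below regressed phase, by 9.85-fold and 8.09-fold. The real time PCR values themselves were not analysed here. The paper concludes from the histogram that the chosen genes have a similar profile in both methods.

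**Figure D3:**
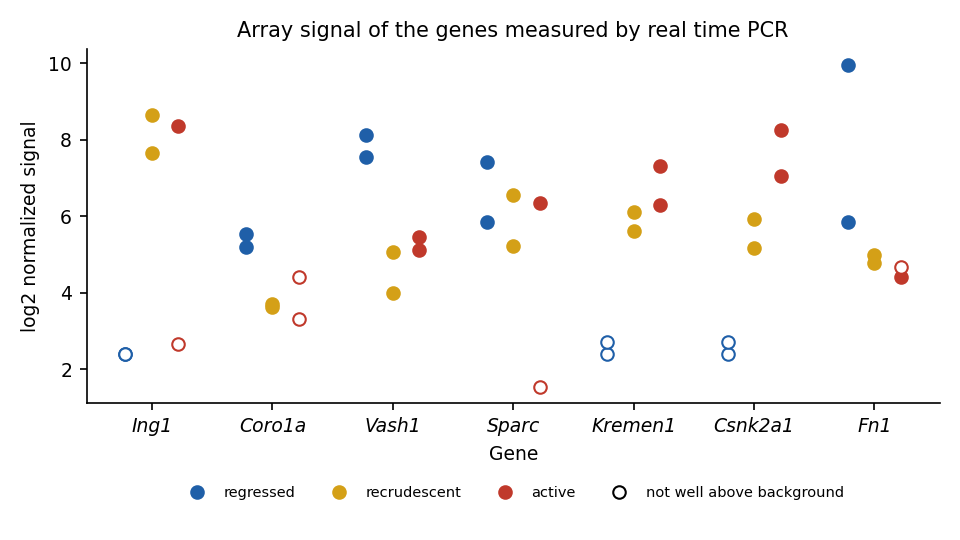
Normalized log2 signal (vertical axis) of the genes that the paper measured by real time PCR (horizontal axis), with a point for each of 2 arrays in active, recrudescent and regressed phase. Open points were not well above background. Vash1 and Fn1 lie higher on both regressed arrays than on either active array, and Kremen1 and Csnk2a1 lie higher on both active arrays.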

Although the extent of expression varies between microarray and Real Time PCR data yet the trend remain similar.

**Figure 8:**
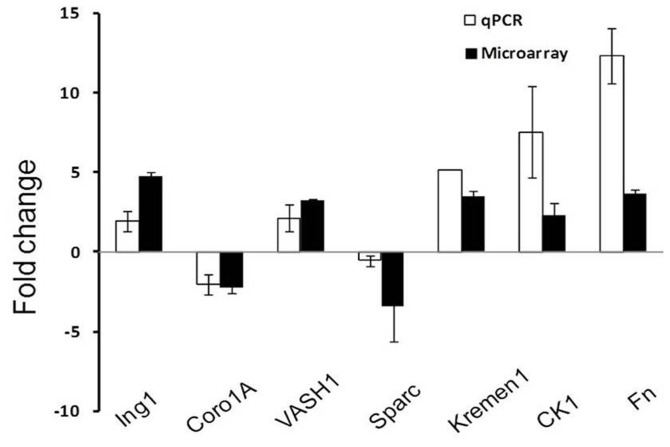
Validation of microarray genes by quantitative Real Time PCR, qPCR. Similar trends with high degree of concordance are represented in between Q-PCR and array data. Filled black bar represent the microarray data while hollow bar is for qPCR data.

## Discussion

Many features of the reptilian testis resemble with mammalian testis. Reptiles are the first group of animals adapted successfully to terrestrial life outside water owing to the ability of internal fertilization. Insightful studies of reptilian reproduction elucidate our understanding of differences between oviparous and viviparous animals [18]. In the evolution, only squamate reptiles and mammals show viviparity [19]. Exhibition of amniotic membrane places reptiles in close proximity to birds and mammals. Unlike amphibians and fishes, lizard testis consists of tubular, seminiferous tubules, and interstitial spaces similar to mammalian testis [20]. Seminiferous tubules are covered with a non-cellular basement membrane and these cells are called as fibroblast/myoid-like peritubular cells Ptc. Ptc are absent in anamniotes and they make their first phyletic appearance in the reptilian testis [2]. Microarray studies on reptilian models are negligible and very limited. This is the first report of high throughput microarray analysis of whole testis of any reptilian organism. PubMed search for “reptilian microarray” on 15.09.2012 returned with only one result in which cDNA microarray was employed to analyze gene expression in Australian snake venom glands [21].

The knowledge of gene sequences is a prerequisite for employing microarray technique to study gene expression [22]. However, use of microarray technique is restricted to few model organism species such as human, rat, mouse etc. because largely their genome has been sequenced making it possible to fabricate microarrays for such organisms [23]. Unfortunately, sequenced genomes are not available for most of the reptilian species; hampering the use of microarray to assess large scale gene expression in these species [18]. The very high cost and huge amount of work involved in developing and producing a DNA array or microarray for a new species is prohibitive for most researchers working in comparative biology. The alternative is to explore the use of heterologous array hybridization, screening for gene expression in one species, using an array developed for another species [24]. Such heterologous or crossspecies microarray hybridization analyses have been executed to study differential gene expression in several non-model species [25]–[32]. It is challenging to study gene expression in developing organs due to its dynamic nature [33]. During a reproductive cycle, the cellular components of wall lizard testis undergo dramatic changes in number, differentiation and transcription in cells. Although whole organ microarray cannot represent cell specific gene expression [34]–[36], it can provide overall gene expression profile in various stages of reproductive cycle, active, recrudescent & regressed phase. The limitations in isolating various cell types from lizard testis, especially during regressed phase, due to its compactness, and small size restricts comparison of cell specific gene expression. However, transcriptome analyses of regressed, recrudescent and active phase testis of wall lizard can describe key changes in gene expression within testis during these phases.

Testes from regressed phase were collected during late June, recrudescent from early October and active phase from late March. Histological analysis and the total RNA obtained from equal amount of tissue from all groups represented physiological activity of testes from different phases of reproductive cycle. 8 fold lesser amount of RNA in regressed testes as compared to that by recrudescent and active phases indicates that in the regressed phase of breeding, testes displays severe quiescence and becomes physiologically inactive **Table S1**. The results of hierarchical clustering analysis, HCA, and K-mean clustering of all samples revealed a high order of sample homogeneity. The resulting gene lists from each pair-wise comparison only included the genes that showed a fold change of 2.0 or higher and a *P*≤0.05 by using a parametric Welch *t* test with Benjamini-Hochberg multiple testing corrections for false discovery rate [14]. The real time RT-PCR based quantitative analysis for expression of 7 target genes from all 6 samples selected on the basis of microarray information validated the array data with a high degree of concordance. *K-*mean entity based cluster analysis divided the entire 60 K genes expression profile in three clusters. The cluster K-1 included largest number of genes 58% whose expression pattern was similar in active and recrudescent phase and higher in regressed phase. 

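On single arrays, the mean of the largest cluster was -0.55 and -0.57 in recrudescent phase and 0.41 and 0.58 in regressed phase, and without the surface division on any array, a setting chosen after seeing the data, -0.13 and -0.01 against 0.01 and 0.18. Without the division the clusters were formed anew and the largest held 42197 probes, so these means are over different sets of probes. They do not show how far the division alone moved the probes of 1 cluster. Active phase could not be placed with recrudescent or regressed phase, because its replicates differed by more than any other pair of replicates in the cluster of 34916 probes.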

In the cluster K-3 there were 23% genes whose expression pattern was opposite to what that was in cluster K-1. 

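In the cluster of 13720 probes, the array means were -0.02 and 1.28 in active phase, 0.36 and -0.68 in recrudescent phase and -0.81 and -0.12 in regressed phase. The arrays of the phases overlapped, since regressed replicate 2 lay above recrudescent replicate 2.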

In cluster K-3, expression was similar in active and recrudescent phase and was least in regressed phase. 

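The cluster highest in recrudescent phase had array means of 0.23 and 1.62 there, 0.17 and -0.66 in active phase and -0.77 and -0.59 in regressed phase. Active replicate 1 lay beside recrudescent replicate 1, and active replicate 2 between the regressed arrays.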

Around 20% genes made the cluster K-2 in which there was no significant change in expression of genes between active and regressed phase and expression was highest in recrudescent phase.

During a reproductive cycle, lizard testis shuttles between severe quiescent to active states of spermatogenesis. In regressed phase there is no physiological activity whereas testis resumes activity in recrudescent phase leading to its peak in active phase. This study provides a changing landscape of regressed, recrudescent and active phase testis at gene level. Functional analysis reveals drastic increase in differentially regulated genes in recrudescent phase as compared to regressed phase, which is further maintained in active phase. This change in gene expression is due to reactivation of cellular functions in recrudescent phase. In the recrudescent phase, Sertoli cell regain its shape and proliferate to provide full size to testis. Sertoli-Sertoli cell junctions make blood-Testis-Barrier BTB leading to compartmentalization. Concomitantly, spermatogonia begin proliferation by mitosis to increase in number and meiotically to reach up to elongated spermatid stage [37]. Cell division is an important event in recrudescent and active state testis. Sertoli cells divide mitotically to make optimum number of cells to give final size to the testis and hold appropriate number of germ cells. Germ cells divide both mitotically and meiotically to produce sperm. Active phase is similar to recrudescent phase except the presence of mature sperm in seminiferous tubule lumen. Down regulation of negative regulators of transcription in active and recrudescent phase, meant up regulation of these genes in regressed phase. Functional analysis of differentially regulated genes attributes gene functions during various phases of reproductive cycle. The prominent groups of genes showing change in expression during progression through reproductive cycle are related to cyto-architecture maintenance, apoptosis, transcription, cell division, differentiation, gamete development, DNA repair, cell growth, metabolism, stem cell niche and maintenance of cellular homeostasis. These are discussed below under separate subheadings for better understanding.

### Genes Related to Cyto-architecture

The expression of genes involved in cytoskeleton maintenance *Actg, Actl7b*, *Ccin, Clasp, Dynlt3, Krt17, Ldb3, Nav1, Palld, Ttll3, and Tuba8* and cell-cell junctions *Cadm3, Cldn10a, Ldn19, and Sspn* was profound in recrudescent and active phases. 

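Of 9 cytoskeleton genes with a probe, all had a change above that of the median probe in both comparisons with regressed phase. None was well above background on a regressed array. In recrudescent phase 7 of them were well above background on at least 1 array and in active phase 5, and the others were below background on all 4 arrays of the comparison. Ldb3 (NM_011918) had a log2 signal of 10.04 ± 0.31 (SD, n = 2) in active phase and 9.13 ± 0.34 in recrudescent phase, at least 41.3-fold and 22.0-fold higher than in regressed phase (adjusted p = 0.0908 and 0.211 in limma). Ccin (NM_001002787) was at least 10.0-fold higher in active phase and at least 16.4-fold higher in recrudescent phase. The bounds of Tuba8, Actl7b and Palld in active phase were at least 4.97-fold, 4.08-fold and 1.65-fold. Dynlt3 (NM_025975) and Ttll3 (NM_133923) were not well above background on any array, and Krt17 and Nav1 passed on 1 recrudescent array only. As a list these genes gave an adjusted p of 1.29e-12 by camera and 0.00631 by fry. Among the junction genes, Sspn (NM_010656) was at least 5.83-fold higher in active and at least 5.26-fold higher in recrudescent phase. Cldn10 and Cldn19 were at least 1.35-fold and 1.66-fold higher in active phase and had no bound above 1 in recrudescent phase, and Cadm3 was well above background on 1 of 2 active arrays. The junction list gave an adjusted p of 2.49e-05 by camera and 0.0120 by fry. Actg and Clasp were not analysed here, since each name fits more than 1 gene of the array, and Ldn19 was read as Cldn19.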

Tubulin [38], [39], actin [40], Palld [41], and Raver1 [42] are implicated in cytoskeleton organization, cellular events such as mitosis, cellular organization, transport, focal adhesions and motility. The claudins are established junctional proteins essential for maintenance of spermatogenic epithelium [43]. Expression of these genes in recrudescent and active phase testis indicated progressive development of cytoskeletal structure bearing large number of differentiating germ cells.

### Genes Related to Apoptosis

Programmed cell death is the prominent feature of spermatogenic testes. Sertoli cell mediated apoptosis is an essential event to maintain a static ratio of germ cells per Sertoli cell [44]. 

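The paper relates 8 genes to apoptosis, Aifm2, Bcl10, Card10, Elmo1, Fastkd5, Pacs2, Sqstm1 and Stk4. All had a change above that of the median probe in both comparisons with regressed phase. Card10 (NM_130859) had the highest bound, at 10.28 ± 1.31 (SD, n = 2) in active and 9.01 ± 0.48 in recrudescent phase on the log2 scale, at least 48.9-fold and 20.2-fold higher than in regressed phase (adjusted p = 0.110 and 0.260 in limma). Stk4 (NM_021420) followed with at least 8.87-fold and 3.82-fold, and was well above background on 1 of 2 regressed arrays. Fastkd5, Elmo1 and Aifm2 were at least 5.83-fold, 4.73-fold and 4.38-fold higher in active phase, and Fastkd5 and Aifm2 at least 2.43-fold and 1.92-fold higher in recrudescent phase. Bcl10 was at least 1.71-fold higher in recrudescent phase and well above background on 1 of 2 active arrays. Pacs2 was at least 1.17-fold higher in active phase, without a bound in recrudescent phase. For Sqstm1 (NM_011018) 1 active array was well above background and the arrays of active and regressed phase overlapped. The list gave an adjusted p of 2.96e-11 by camera and 0.0115 by fry.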

Upregulation of apoptosis related genes *Aifm2, Bcl10, Card10, Elmo1, Fastkd5*, *Pacs2, Sqstm1,* and *Stk4* in recrudescent and active phases testis showed importance of programmed cell death in these phases. *Elmo1* is a pivotal gene involved in Sertoli-cell-mediated removal of apoptotic germ cells [45]. It is also important to note that during regressed phase, no apoptotic activity is inhibited because the germ cell differentiation is at hold.

### Genes Related to Muscle Band

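The muscle band genes Ank2 (NM_178655), Slmap (NM_032008), Spnb2 (NM_175836) and Smtnl1 (NM_024230) were not well above background on any of the 6 arrays. Ttn (NM_011652) was well above background on both recrudescent arrays and 1 active array and on no regressed array, at a log2 signal of 4.60 ± 0.72 (SD, n = 2), 4.44 ± 1.79 and 2.61 ± 0.29. Its change had no bound above 1. The 5 genes together had a median relative log2 change of 0.62 toward active and recrudescent phase, with an adjusted p of 0.305 by camera, and 0.14 to 1.06 with 1 array left out. The sign of this median depended on the processing: it was -0.02 under normexp, -0.20 with the mean over all probes of a gene and -0.22 with the surface divided out on all 6 arrays.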

The expression of large number of muscle band proteins *Ank2, Slmap, Spnb2, Smtnl1* and *Ttn* in regressed phase was associated with the occurrence of multilayered peritubular cell over seminiferous tubule. In the recrudescent and active phase, peritubular cells’ layer become single layered. Multiple layers during regressed phase are probably necessary for protecting seminiferous tubule from damage.

### Genes Related to Homeostasis of Number of Cells

Development of cell population in testes is tightly controlled. 

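Of the genes Ireb2, Bpgm, Sox6, Il7r, Coro1a, Ank1, Lilrb3, Ikbkg, Hoxb6, Mtap7 and Klf1, 8 were below background on all 4 arrays in each comparison with regressed phase. Ank1 (NM_031158) stood at 6.50 ± 0.93 (SD, n = 2) on the log2 scale in active phase, 6.32 ± 0.40 in recrudescent phase and 4.79 ± 1.52 in regressed phase, at least 2.37-fold and 2.09-fold higher, with overlapping active and regressed arrays. The mean over all probes of Ank1 gave -0.06 between recrudescent and regressed phase, relative to the median change. Coro1a was 3.28-fold higher in regressed than in recrudescent phase. Hoxb6 (NM_008269) was well above background on active replicate 2, at 4.83, and on regressed replicate 2, at 5.04. Relative to the median probe, 6 of the 11 were higher in recrudescent phase and 4 of the 11 in active phase. Their median relative change was -0.32, with an adjusted p of 0.859 by camera, while the mean of their changes was 0.11. With recrudescent replicate 1 left out the median became 0.05, and with replicate 2 left out -0.63.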

Genes involved in maintenance of optimum number of cells were *Ireb2, Bpgm, Sox6, Il7r, Coro1a* [46], *Ank1, Lilrb3, Ikbkg, Hoxb6* [47], *Mtap7* [48], *Klf1* [49] upregulated in recrudescent and active phase. These genes determine number of cells required in a tissue or organ by regulating cytoskeleton, cell division, cell-cell interaction and microtubule organization.

### Genes Related to Cell Division and Cell Growth

Controlled cell division and regulated cell growth is essential phenomenon in testis to maintain proper testis size and adequate sperm output. Genes regulating cellular growth, cell cycle and protein biosynthesis were *Ranbp1* [50], [51], *Nedd9* [52], *Ing1* [53], [54], *Sirt2* [55], CEP63 [56], Lig1 [57] and *Fhl* [58], [59]. These genes are important in regulating proliferation, differentiation, adhesion, migration, and signal transduction through interactions with other cellular proteins. Upregulation of these genes in recrudescent and active phase suggested critical role of these genes in the cell division and growth in spermatogenic testis.

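Lig1 (NM_010715) had a log2 signal of 7.58 ± 0.12 (SD, n = 2) in active phase and 6.75 ± 0.79 in recrudescent phase, at least 7.53-fold and 4.24-fold higher than in regressed phase, where it was not well above background (adjusted p = 0.121 and 0.260 in limma). Ing1 was at 8.16 ± 0.71 in recrudescent phase, at least 11.2-fold higher than in regressed phase. Ranbp1 (NM_011239), Nedd9 (NM_017464) and Sirt2 (NM_022432) were below background on all 6 arrays. For Cep63 (NM_001081122) a recrudescent spot was left out as an outlier, and it was below background on the active and regressed arrays. The list gave an adjusted p of 1.67e-06 by camera and 0.0115 by fry. Its median change was 0.67 without the surface division, a setting chosen after seeing the data, and camera no longer passed there. Fhl was not analysed here, since the name fits more than 1 gene of the array.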

Contrary to upregulation of growth and cell division promoting genes in recrudescent and active phase, genes keeping check on cell growth *Nkx3-1, Apc, Ski, Socs5, Lkb1* were upregulated in regressed phase. These genes, *Nkk3.1* [60], [61], *Lkb1* Liver Kinase B1 [62] and *Ski* [63] play an important role in negative regulation of cell growth. 

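Apc (NM_007462), Socs5 (NM_019654) and Stk11 (NM_011492), the gene of Lkb1, were below background on all arrays compared. Ski (NM_011385) was well above background on 1 of 2 regressed arrays, at a log2 signal of 4.54 ± 0.42 (SD, n = 2), and stood at 3.95 and 5.50 on the active arrays. The list had a median relative log2 change of -0.88, with an adjusted p of 0.303 by camera.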

Since cell growth and division is completely arrested in regressed phase, these genes are crucial for maintaining quiescent state of testis.

### Genes Related to Transcription

Transcriptional machinery of testis restarts in recrudescent phase of testis after a hiatus of nearly 3 months and maintained in active phase. Active and recrudescent testes are actively engaged in transcription and genes crucial in initiation and regulation of transcription were *Pax5* [64]–[66], *Dhx32* [67], *Meis1* [68] and *Nfi* [69], [70] are up-regulated. These genes play critical role in initiation and maintenance of active transcriptional machinery in the cell. Expression of these genes may allow recrudescence of regressed testis.

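Pax5 (NM_008782) was well above background on all 6 arrays, at a log2 signal of 12.23 ± 0.97 (SD, n = 2) in active phase, 10.69 ± 0.47 in recrudescent phase and 6.72 ± 0.11 in regressed phase. It was 45.6-fold higher in active phase, a log2 change of 5.51 (SE 0.70, adjusted p = 0.126 in limma), and 15.7-fold higher in recrudescent phase, a change of 3.98 (adjusted p = 0.299). Neither comparison had overlapping arrays. Dhx32 (NM_133941) was below background in active and regressed phase, and 1 of its recrudescent spots was left out as an outlier. Meis1 (NM_010789) was below background on all 6 arrays, at 2.75 ± 1.93, 2.82 ± 0.60 and 2.73 ± 0.47. With a value for only 2 of these genes on every array, no test of the list was run, and their median relative change was 2.55. Nfi was not analysed here, since the name fits more than 1 gene of the array.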

Contrary to recrudescent and active phase, regressed phase is the most inactive phase of breeding cycle. In this phase, testis entered in severe quiescence leading to complete cessation of cellular activity. Higher expression of genes involved in transcriptional silencing or negative regulation of gene expression turns off the transcriptional activity in regressed testis. The genes involved in transcriptional silencing were *Cebpa* [71], *Tnrc6b* [72], *Jarid2* [73]–[75] and *Nr2f1* and *Sirt7*. These genes are global transcriptional repressors that balance cell lineage choices during embryonic development and silencing and degradation of the miRNA-targeted mRNAs. 

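Jarid2 (NM_021878) had a log2 signal of 8.19 ± 0.35 (SD, n = 2) in regressed phase, 5.51 ± 0.88 in active phase and 5.11 ± 0.38 in recrudescent phase, and was well above background on all 6 arrays. It was 6.38-fold higher in regressed than in active phase and 8.45-fold higher than in recrudescent phase (adjusted p = 0.472 and 0.329 in limma), with no overlap between arrays in either comparison. Tnrc6b (NM_144812) was 5.50-fold higher than in active phase, where the arrays overlapped, and 4.99-fold higher than in recrudescent phase. Cebpa (NM_007678), Nr2f1 (NM_010151) and Sirt7 (NM_153056) were below background on the regressed arrays. Tested with H3f3a, these genes had a median relative log2 change of -0.72, with an adjusted p of 0.0549 by camera and 0.0385 by fry.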

*H3f3a* is a transcriptional regulatory gene expressed in all the phases of reproductive cycle with highest expression in regressed phase, indicating its role in controlling regulation of transcription.

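H3f3a (NM_008210) was well above background on all 6 arrays, at a log2 signal of 13.98 ± 0.91 (SD, n = 2) in regressed phase, 13.81 ± 0.62 in active phase and 12.78 ± 0.17 in recrudescent phase. The difference of 1.12-fold between regressed and active phase was smaller than the spread of the replicates. Regressed phase was 2.30-fold higher than recrudescent phase (adjusted p = 0.368 in limma), without overlap between arrays. Of 2 other detected probes of the gene, 0 had the same direction between active and regressed phase and 1 between recrudescent and regressed phase.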

### Genes Related to the Maintenance of Niche for Spermatogonial Stem Cell

In the regressed phase testis, only spermatogonia and retracted Sertoli cells are present. 

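Erbb4 (XM_136682), at a log2 signal of 8.45 ± 0.96 (SD, n = 2) in regressed phase, was 3.10-fold higher in regressed than in recrudescent phase, while its active and regressed arrays overlapped. Smo, Neurod1, Smad2, Sox6, Pitx1 and Tlx1 were below background on all arrays compared, and the cell fate list had a median relative log2 change of -0.83, with an adjusted p of 0.168 by camera. In the chemokine list, Ctnnb1 (NM_007614), the gene of β-catenin, stood at 8.13 ± 0.31 in regressed phase, 2.72-fold higher than in active and 5.10-fold higher than in recrudescent phase (adjusted p = 0.342 in limma for the latter). Gnb5 (NM_010313) was 2.25-fold higher in regressed than in recrudescent phase, but without the surface division, a setting chosen after seeing the data, its log2 change was 0.07 toward recrudescent phase, relative to the median change. Cxcr4 (NM_009911) was not well above background on any array. The chemokine genes had a median relative change of -0.43 (adjusted p of 0.0549 by camera and 0.327 by fry), and the 7 cytokine genes of -0.55, with 0.184 by camera.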

Genes involved in cell fate commitment *Smo, Ascl1, Erbb4, Neurod1, Smad2, Sox6, Pitx1*, and *Tlx1* and chemokine signaling pathway *Sos1, Rasgrp2, Ikbkg, Ccl27a, Gnb5, Cxcr4, Il1rap, Il7r, Csf1r, Cnntb1* and cytokine biosynthesis *Icosl, Ereg, Rel, Tbk1, Glmn, Cd209b, Cd27* were up-regulated in regressed phase. All these genes are crucial for maintenance of stem cells in their respective niches and later their differentiation into specialized cell; sperm in case of testis [76]. CXCL12 is expressed by Sertoli cells and its ligand *Cxcr4* is expressed by germ cells [77]. Interaction between the chemokine *Cxcl12, Sdf1* and the G-protein coupled receptor *Cxcr4* is responsible for the maintenance of adult stem cell niches and migration of primordial germ cells. *Cbx3* encoded *Hp1γ* is required for proper germ-cell renewal and survival in the testes [78]. *Lin28b* is a human homolog of lin-28 of nematode *Caenorhabtidis elegans* and is crucial in deriving stem cells from somatic cells [79]. Expression of a constitutively activated form of β-catenin in postnatal Sertoli cells causes male infertility via progressive deterioration of seminiferous tubules, germ cell loss, and testicular atrophy [80]. The transcription factors *Ascl1, Erbb4, Neurod1* plays crucial role in cell fate determination [81], [82]. Upregulation of these genes in regressed phase indicated that spermatogonia are carefully maintained during this dormant phase in their respective niche by Sertoli cells.

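In the chemokine list, Ctnnb1 and Gnb5 were the genes well above background on both regressed arrays, and in the cytokine list none was. No gene of these lists passed an adjusted p under 0.05 in limma, where the smallest was 0.342. The paper concludes from the rise of such genes in regressed phase that spermatogonia are kept in their niche by Sertoli cells.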

### Genes Related to Osmoregulation

Osmo-regulation is an essential function of active testis. Tonicity-responsive enhancer binding-protein *Tonebp* or *Nfat5*, which belongs to the *Rel/Nfat* family of transcription factors, plays a critical role in osmoregulation by controlling the expression of osmoprotective genes [83], [84]. Higher expression of these genes in recrudescent and active phases showed importance of osmo-regulation during normal spermatogenesis.

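Nfat5 (NM_018823) had a log2 signal of 6.08 ± 0.36 (SD, n = 2) in active phase and 5.23 ± 1.48 in recrudescent phase, and 2.96 ± 0.75 in regressed phase, where it was not well above background. It was at least 2.65-fold higher in active phase (adjusted p = 0.535 in limma) and at least 1.48-fold higher in recrudescent phase, with no overlap between arrays in either comparison.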

### Genes Related to Cellular Differentiation

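Prm1 (NM_013637), a protamine of sperm chromatin, was measured on all 6 arrays, at a log2 signal of 10.31 ± 0.24 (SD, n = 2) in active phase, 9.74 ± 1.52 in recrudescent phase and 5.24 ± 0.22 in regressed phase. It was 33.6-fold higher in active than in regressed phase (log2 change 5.07, SE 0.81, adjusted p = 0.195 in limma) and 22.6-fold higher in recrudescent phase, while its other detected probe went the other way in both. Sp3 (NM_001018042) was 63.7-fold higher in active phase, at 11.97 ± 0.54 against 5.98 ± 0.19. Its other detected probe had the same direction, but carries the much smaller log2 change of 0.82 that Table 3 gives. Ppp3r1 (NM_024459) and Racgap1 (NM_012025) were at least 17.8-fold and 10.4-fold higher in active phase, and Srpk2, Fzd3, Fev and Hspa1a at least 7.19-fold, 3.99-fold, 3.48-fold and 2.50-fold. Ptch1 (NM_008957) lacked a value on 1 active array after an outlier spot was left out. As a list, the genes with values gave an adjusted p of 3.52e-13 by camera and 0.00672 by fry.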

Genes involved in cell differentiation *Fev, Fzd3, Hspa1a, Srpk2, Sqstm1, Ppp3r1, Prm1, Ptch1, Racgap1, Sp1*, and *Sp3* were up-regulated in active phase testis. Many of these genes were part of serine/arginine-rich protein family, Sr proteins, and Sp family of proteins. The *Sr* proteins *Srsf3* and *Srsf1* bind histone H3 tail to control cell cycle progression [85], [86]. Sp1 belongs to a larger family of factors which bind G/C box elements to either activate or repress transcription. The Sp family of proteins is ubiquitous and tissue-restricted transcription factors found to regulate the promoters of several genes, including cell-cycle regulated genes [87], [88]. These genes play important role in cellular differentiation including those of Sertoli cells and germ cells through regulation of cell cycle.

### Conclusion

This study documents the global change in gene expression pattern across different phase of spermatogenesis in the wall lizard, *Hemidactylus flaviviridis,* testis. Data analysis revealed that active and recrudescent phase testis expresses genes involved primarily in “cytoskeleton maintenance”, “apoptosis”, “metabolic pathways”, “transcription initiation” and “cellular growth and differentiation”. Contrary to that, in the regressed phase, the up-regulated genes were mainly involved in stem cell niche maintenance, transcriptional repression, and negative regulation of growth and maintenance of terminally differentiated state.

Regressed phase is a unique condition where cellular activities reach to standstill. Regressed phase may serve as model for infertility where only spermatogonial stem cells are present and require maintaining their potential to proliferate. Detailed analysis of genes regulated in regressed phase may give us clue about causes of such quiescent situation. The genes expressed in recrudescent phase may prove to be crucial to treat such quiescent conditions as in recrudescent phase genes important for re-initiation of cellular activity are expressed. Our data indicates that the genes involved in spermatogonial stem cell niche maintenance were expressed in regressed phase testis of lizard. This shows conservation of genes involved in basic cellular functions in testis from reptiles to mammals. Present study provided knowledge about several group of genes associated with onset of spermatogenesis. In depth studies of functional genomics studies using transgenic mice over expressing or shutting down of functions of these genes selected out of our microarray data will strengthen our knowledge in understanding genes required for governing germ cell differentiation and sperm production.

## Supporting Information

Table S1 **Quantification of total RNA extracted from equal amount of tissue (in duplicate) from Active, Recrudescent and Regressed phase testis of wall lizard.**
(DOC) Click here for additional data file.

Table S2 **Complete list of genes commonly expressed in both active phase and recrudescent phase as compared to regressed phase.**
(XLS) Click here for additional data file.

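All 148 probes of Table S2 were found on the arrays, and on the deposited log2 values 23 were higher and 125 lower in active than in regressed phase. For Tables S2 to S6 a probe of the gene counted as found if its deposited log2 change lay within 0.01 of the listed one. The directions on the deposited values are therefore no independent check. The methods' t-test on these values gave an unadjusted p under 0.05 for 146 of them. Of the 148 probes, 90 (60.8%) were well above background on none of the 4 arrays of active and regressed phase, against 72.8% of all probes.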

Table S3 **Complete list of genes expressed only in active phase as compared to regressed phase.**
(XLS) Click here for additional data file.

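Of the 389 genes stated, 388 entries of Table S3 were read and found on the arrays, 103 higher and 285 lower in active phase. The methods' t-test on the deposited log2 values passed 375 of them without adjustment. On none of the 4 arrays were 224 of these probes (57.7%) well above background.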

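From Table S4, 1616 entries were read and 1615 found on the arrays, of which 114 were higher and 1501 lower in recrudescent than in regressed phase on the deposited log2 values. The methods' t-test gave an unadjusted p under 0.05 for 1612 of them. On the 4 arrays compared, 1441 of these probes (89.2%) were never well above background, against 73.5% of all probes, and 512 (31.7%) carried a surrogate on all 4, against 27.5% of all probes. At the positions of the probes lower in recrudescent phase, the surface divided out had a median of 1.36 and 1.76 on recrudescent replicates 1 and 2, and of 0.165 and 0.0746 at the positions of the probes higher there, against 1.14 and 1.11 over all probes. With the division as deposited, 1033 of the 1611 probes with a value changed more than 2-fold in the listed direction relative to the median probe. With no division on any array 141 did, and with division on every array 648, both settings chosen after seeing the data. Since division on every array also treats the arrays alike, the loss without division is not shown to come from the unequal treatment alone. Each array has its own surface, however. Division on every array took 6994 of the 16835 probes with a surrogate on all 4 arrays (41.5%) past 2-fold, against 0 without division. The 648 probes thus cannot be set against the division itself as a source.

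**Figure D4:**
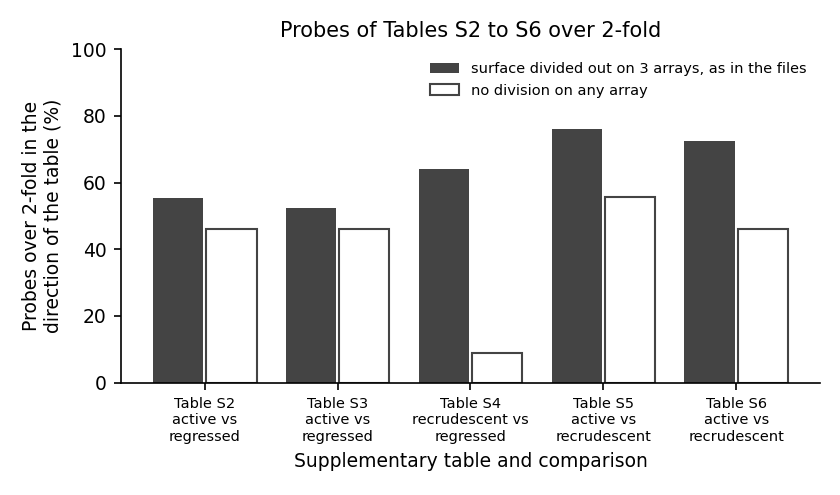
Share of the probes of Tables S2 to S6 (horizontal axis, with the comparison of each) that changed more than 2-fold in the listed direction relative to the median probe (vertical axis, percent), with the surface divided out on 3 arrays as in the deposited signal (filled) or on no array (open). The share falls from 64.1% to 8.75% for Table S4 and from 55.4% to 45.9% for Table S2. Division on every array is not drawn, and left 648 of 1611 probes of Table S4 with such a change.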

Table S4 **Complete list of genes expressed only in recrudescent phase as compared to regressed phase.**
(XLS) Click here for additional data file.

Table S5 **Complete list of genes commonly expressed between active phase compared to recrudescent phase and recrudescent phase compared to regressed phase.**
(XLS) Click here for additional data file.

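The 64 probes of Table S5 comprised 54 higher and 10 lower in active than in recrudescent phase on the deposited log2 values. An unadjusted p under 0.05 in the methods' t-test was found for 63. On the active and recrudescent arrays 48 (75%) were never well above background, and 11 (17.2%) carried a surrogate on all 4.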

Table S6 **Complete list of genes expressed only in active phase as compared to recrudescent phase.**
(XLS) Click here for additional data file.

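Table S6 held 262 probes, 198 higher and 64 lower in active phase, and 256 of them passed the methods' t-test without adjustment. Of these probes, 187 (71.4%) were well above background on none of the 4 arrays, against 71.0% of all probes. A 2-fold change relative to the median probe in the listed direction was found for 190 with the surface division as deposited. It was found for 121 with no division and for 187 with division on every array, both settings chosen after seeing the data.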

# Supplementary material for: Transcriptome Analysis of Spermatogenically Regressed, Recrudescent and Active Phase Testis of Seasonally Breeding Wall Lizards Hemidactylus flaviviridis
**Source:** PLoS One. 2013 Mar 11;8(3):e58276. doi: 10.1371/journal.pone.0058276
**Supplement:** Table S1 — Quantification of total RNA extracted from equal amount of tissue (in duplicate) from Active, Recrudescent and Regressed phase testis of wall lizard.

**Table S1:** Quantification of total RNA extracted from equal amount of tissue (in duplicate) from Active, Recrudescent and Regressed phase testis of wall lizard.

| **Sample*** | **Absorbance value 260/280** | **Absorbance value 260/230** | **Concentration**  **ng/ul** |
| --- | --- | --- | --- |
| A1 | 2.90 | 2.07 | 1169.94 |
| A2 | 3.40 | 1.89 | 1372.39 |
| B1 | 1.37 | 2.12 | 548.23 |
| B2 | 1.59 | 2.03 | 639.94 |
| C1 | 0.20 | 1.69 | 83.51 |
| C2 | 0.27 | 1.57 | 109.92 |

*A1, A2 = Active phase; B1, B2 = Recrudescent phase and C1, C2 = Regressed phase.

Note that total RNA extracted from regressed phase is much lesser than recrudescent and active phase.

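The table gives the concentration of total RNA eluted from an equal amount of testis for each of the 6 samples, as read on a spectrophotometer. From the paper's values the mean was 1271 ± 143 ng/µl (SD, n = 2) in active phase, 594 ± 64.8 ng/µl in recrudescent phase and 96.7 ± 18.7 ng/µl in regressed phase. Active phase thus yielded 13.1 times and recrudescent phase 6.14 times the RNA of regressed phase, and the 4 samples of both phases together 9.64 times, with no overlap between samples of different phases.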

How the deposited data were processed for this re-analysis (not part of the article)

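The authors hybridised Cy3-labelled RNA of wall lizard testis to a custom mouse Agilent array, 2 arrays for each of the active, recrudescent and regressed phases, on 1 slide. The spot values are intensity values that the authors extracted with Agilent Feature Extraction 10.5.1.1, protocol GE1_105_Dec08, with the background subtracted, a surrogate where a spot was not above background, and no scaling between arrays. The deposited surface of each array is a ratio to the mean brightness of the array, which the authors' software fitted across the spots and divided out of the signal on active replicate 1 and both recrudescent arrays only. The normalized values are log2 values that the authors deposited after subtracting the 75th percentile of each array, as their numbers show, although the methods name the 50th. The methods also name two-way and lowess normalization, which were not repeated.

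The processed signal was used as deposited. Spots with an outlier mark were left out, spots of the same probe were averaged, each array was scaled to a common 50th percentile over the probes that are not controls, and the log2 was taken with a floor of 1 on the scaled signal. A probe counted as detected where the software marked it well above background. Between 8.62% and 19.7% of the spots of an array passed, and the SD of 2 arrays is given beside each mean as the precision. Principal components, clustering and K-means used the 60882 probes with a value on every array, each minus its median for the last 2 methods. Clustering used average linkage on uncentered Pearson distance, and K-means 3 clusters, 20 starts and seed 1.

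Phases were compared in limma with all 6 arrays in 1 fit, phase as the only term, an empirical Bayes variance and Benjamini-Hochberg adjustment within each comparison. A probe was called with an adjusted p under 0.05 and a log2 change beyond 1. Every adjusted p of a gene comes from this fit. The methods' t-test was run beside it, with and without the adjustment. Where the paper calls the replicates the same RNA in one place and biological replicates in another, the arrays were treated as the unit of replication.

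The named genes are every gene that the paper names in Tables 1 and 3, Figure 8 and the text, and for each comparison the 3 called probes with the largest rise and the largest fall that were well above background on both arrays of the brighter phase and did not overlap, or, where none was called, the 3 with the smallest p under the same conditions. A gene was read from the probe listed in Table 3, otherwise from its probe with the highest mean signal, and its other detected probes were summarised by direction. A fold is given as a lower bound where the dimmer phase was not well above background on both arrays, and not given where the brighter phase was not. On the arrays divided by the surface this bound is not strict, since 1 limit per array was used.

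The gene lists come from the paper's text, with 3 further lists of germ cell, Sertoli and Leydig cell, and blood markers fixed before the data were examined. Lists with at least 3 genes were tested with camera at a preset correlation of 0.01 and with fry, on 1 probe per gene, with the adjustment over the lists of the paper and over the marker lists apart.

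Alternatives covered the percentile and the probes used for scaling, quantile normalization, the normexp background correction with an offset of 50, the authors' log2 values, a filter and a floor for dim probes, kept outlier spots, an intensity trend, a replicate block, the 4 arrays compared alone, the mean over all probes of a gene and each array left out. No division, division on all 6 arrays, spike-in scaling and the methods' t-test on the authors' log2 values were added after seeing the data. The entries of Tables S2 to S6 were matched to probes by gene name or description and by the listed change. Of the probes that fit, the one with the closest deposited log2 change was kept, if within 0.01 of the listed value. The direction of a matched probe on the deposited values thus follows the list by construction.

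The work used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.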

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

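Each result here is a signal in probes, or in a group of probes, that the paper does not discuss. The rule that picked the 4 probes was fixed in advance, no test of a cause was run on any single one of them, and the test on receptor probes was set before its values were seen.

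Gm6253 (XM_886102) was at least 179-fold higher in active than in recrudescent phase, with both arrays of regressed phase also well above background. It stood at a log2 signal of 10.41 ± 0.50 (SD, n = 2) in active phase, 9.49 ± 0.14 in regressed phase and 1.40 ± 0.19 in recrudescent phase, and limma gave an adjusted p of 0.0764. Active replicate 1 was divided by the fitted surface like the recrudescent arrays and active replicate 2 was not, and both were bright, which argues against the division as the source of the gap. The non-coding probe n202763_u198035_AK050803_mRNAlike was at least 81.9-fold higher in active than in recrudescent phase and at least 38.2-fold higher than in regressed phase. For both probes, a difference between the lizards sampled and a difference between phases stay open, because 2 arrays per phase were compared, and the paper describes these as the same RNA samples in one place and as biological replicates in another. Whether the lizard transcript that binds them is that of the mouse gene was not tested.

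The non-coding probe n210365_u204362_AK033595_mRNAlike was at least 664-fold higher in regressed than in active phase, at 13.40 ± 0.75 against 2.71 ± 0.44, with 10.07 ± 0.45 in recrudescent phase. Its adjusted p of 0.0510 was the smallest of the comparison in limma. The recrudescent arrays lay in row 1 of the slide like the active arrays and were bright, so the row does not account for the low active signal. The non-coding probe u201939_mRNAlike was at least 61.0-fold higher in active than in regressed phase and at least 15.2-fold higher in recrudescent than in regressed phase. Both regressed arrays lay in row 2 of the slide, apart from all the others, so a position effect and a difference between phases stay confounded for u201939_mRNAlike. None of these 4 probes is among the entries read from Tables S2 to S6.

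Olfactory and vomeronasal receptor probes were well above background on all 6 arrays in 20 of 1433 cases (1.40%). The paper names Olfr129 but does not discuss these receptors as a group. Probes of ribosomal proteins, tubulins and actins were well above background on all 6 arrays in 27 of 164 cases (16.5%). A hybridisation that does not depend on the gene of the probe predicts equal shares, and Fisher's exact test gave p = 4.42e-16 against that. The test takes probes as independent, although members of a family share sequence. What binds the 20 receptor probes, a lizard transcript of the same gene or another sequence that resembles the probe, was not tested, and no biological explanation was tested.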

How the results depend on the processing

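No division, division on all 6 arrays, spike-in scaling and the methods' t-test on the authors' normalized values were chosen after seeing the data. The cause of the changes below was not tested unless stated.

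The calls between phases, 0 in each comparison, moved under some alternatives. They were 0 under quantile normalization, with outlier spots kept, with no division, with division on all 6 arrays and after Benjamini-Hochberg adjustment of the methods' t-test, and in 34 of the 75 counts in all, unadjusted ones included. Between recrudescent and regressed phase, limma called 21 probes (18 higher, 3 lower) with the 50th percentile of probes well above background on all 6 arrays, 53 (17 and 36) with the 75th percentile of all probes, 109 (73 and 36) with normexp, 38 (14 and 24) on the authors' normalized values, 202 (119 and 83) with dim probes filtered, 33 (28 and 5) with a floor at the detection limit and 1005 (1000 and 5) with spike-in scaling. Between active and regressed phase these counts were 76 (60 and 16), 121 (66 and 55), 297 (246 and 51), 79 (47 and 32), 427 (329 and 98), 18 (13 and 5) and 3749 (3736 and 13), with 9 for an intensity trend in the variance and 46 (39 and 7) for a replicate block. Between active and recrudescent phase they were 3, 2, 1, 2, 33 (23 and 10), 41 (11 and 30) and 1, with 1 for an intensity trend, 1 for a replicate block and 184 (73 and 111) for the 4 arrays alone. The share of higher calls thus moved with the scaling, which shifts the median change of all probes. Fewer probes tested is part of the filter on dim probes by its construction.

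Unadjusted, limma gave 8917, 3136 and 4301 probes, the methods' t-test 7433, 697 and 984, and the methods' t-test on the authors' normalized values 3904, 1482 and 964. The larger side of the unadjusted splits changed too. Between active and regressed phase limma gave 2363 higher and 773 lower, but 1173 and 4301 with the 75th percentile, 1151 and 4211 on the authors' normalized values and 3778 and 4938 with division on all 6 arrays, and the methods' t-test went from 554 and 143 to 293 and 1189 on the authors' normalized values. Between active and recrudescent phase limma gave 2920 higher and 1381 lower, but 598 and 2954 with the 50th percentile of probes well above background on all 6 arrays, 331 and 406 with a floor at the detection limit and 1344 and 1502 with division on all 6 arrays. With 1 array left out, where a lone array is assumed to vary as the other phases do, calls ranged from 0 to 696 between recrudescent and regressed phase, from 0 to 461 between active and regressed phase and from 0 to 184 between active and recrudescent phase. They rose above 0 only without a regressed array, to 459 without replicate 1 and 696 without replicate 2, to 233 and 461, and to 184 either way.

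The mean correlation over all probes stayed higher within phases than between phases under every alternative tried on it, by 0.0535 (no division) to 0.118 (dim probes filtered). Scaling by 1 factor per array leaves a correlation unchanged by construction, so those alternatives are no test of it. Over the probes well above background on no array the difference ranged from 0.0320 (no division) to 0.268 (division on all 6 arrays). The largest K-means cluster fell to 4848 probes with dim probes filtered, since fewer probes were clustered, and its share of the probes moved most under normexp, from 57.4% to 84.9%. Its highest mean moved from regressed to active phase with dim probes filtered, quantile normalization, division on all 6 arrays and spike-in scaling.

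By camera, 5 to 7 gene lists passed in the stated direction under the alternatives and 0 in the other, and 5 to 6 with an array left out. By fry, 6 passed, and 3 (normexp) to 8 under the alternatives and 2 (without regressed replicate 1) to 8 with an array left out. The list for cell division and growth no longer passed under normexp (0.04) and with no division (0.67). The muscle band list reversed under normexp (-0.0157), division on all 6 arrays (-0.22) and the mean over all probes (-0.20). The list for homeostasis reversed with a floor at the detection limit (0.0043) and ranged from -0.63 to 0.0458 with an array left out, chemokine signaling reversed under normexp (0.0048), the transcription factors of the network under quantile normalization (-0.10) and from -0.30 to 1.59 with an array left out, and the genes common to both comparisons with active phase with dim probes filtered (-0.12). The real time PCR genes ranged from -0.59 to 1.74 with an array left out. Sertoli and Leydig cell markers reversed under normexp (-0.0309) and with no division (-0.0218), and blood markers under normexp (0.0337), with no division (0.13) and with an array left out (-0.15 to 0.11). With dim probes filtered, 6 lists kept enough genes to be tested.

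For 147 pairs of a named gene and a comparison (95 genes), 2628 of 2635 values under alternatives, each relative to the median change, kept the direction. An alternative that scales each array by 1 factor, or leaves out an array of the third phase, keeps it nearly by construction and is no test of it. The exceptions with all arrays were Ank1 (-0.0623) and Runx2 (0.85) with the mean over all probes, Gnb5 (0.0680) with no division, Prh1 (-0.18) and Mpo (-0.17) with division on all 6 arrays and Nr5a1 (-0.0069) under normexp, all between recrudescent and regressed phase except Mpo, between active and regressed phase. Epb4.2 ranged from -3.20 to 0.10 between recrudescent and regressed phase with an array left out. The 147 pairs do not cover every comparison of the named genes. Sp3 between recrudescent and regressed phase, which is not counted, went from 0.99 to -0.11 under normexp, where the median change was 0.006. Without recrudescent replicate 2 it was -1.06, against a median change of -0.49, so its direction reversed in both settings. An adjusted p under 0.05 appeared in 293 of the values, 69 of them among the 882 with an array left out. Signal over background limits these genes, since for many the fold is a bound in at least 1 phase.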

Differences from the paper's values

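The paper counts 336 differentially regulated genes between active and recrudescent phase, 547 between active and regressed phase and 1832 between recrudescent and regressed phase, where limma called 0, 0 and 0 probes. Unadjusted, limma gave 4301, 3136 and 8917 probes, and the methods' t-test gave 984, 697 and 7433 unadjusted and 0 in each after Benjamini-Hochberg adjustment. For active against regressed phase, the alternatives set before the data were examined that come within 1.5 times the paper's count are the filter on dim probes (427), the methods' t-test without adjustment (697) and the fit without regressed replicate 2 (461), and the others do not. For the other comparisons none of them does.

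For Table 3, 65 values were compared and 11 differ. A measured value was taken to differ when its sign was opposite or the gap was wider than the larger SD of the replicates, and under an alternative a bound only when its sign was opposite. For Pax5 between recrudescent and regressed phase, the paper gives a log2 change of 3.28 and the value here is 3.98. The 75th percentile (3.28), the authors' normalized values (3.28) and leaving out recrudescent replicate 1 (3.64) remove the difference, and the other alternatives do not. For Aass in that comparison, the paper gives -1.01 and the value here is -0.31. The 75th percentile (-1.01), quantile normalization (-0.86), the authors' normalized values (-1.01) and leaving out regressed replicate 1 (-0.75) remove it, and the others do not. For Sirt6 between active and regressed phase, the paper gives -0.82 and the value here is -0.10. The 75th percentile (-0.82), quantile normalization (-0.63), the authors' normalized values (-0.82) and leaving out active replicate 2 (-0.41) remove it, and the others do not.

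The remaining values of Table 3 that differ belong to Sp3, H3f3b, Epc1 and Msi2, whose listed probe does not carry the listed values on the arrays, while another probe of the same gene does. Between recrudescent and regressed phase, the paper gives -0.15 for Sp3, -1.08 for H3f3b, -1.89 for Epc1 and -2.37 for Msi2. The values of the listed probes are 0.99 for Sp3, 0.85 for H3f3b, a bound of 4.77 for Epc1 and 0.80 for Msi2, which is no strict bound because 1 of 2 recrudescent arrays was well above background. Under that rule the difference goes for Sp3 under normexp (-0.11) and without recrudescent replicate 2 (-1.06), with a wide tolerance of 2.90, and for H3f3b without regressed replicate 1 (-0.06), with a tolerance of 1.29. For Msi2 the mean over all probes of the gene (-0.26) has the paper's sign but not its size, and for Epc1 no alternative removes the difference. Between active and regressed phase, the paper gives 0.82 for Sp3, 0.27 for H3f3b, -4.27 for Epc1 and -1.36 for Msi2. Here the listed probes gave 5.99 for Sp3 and bounds of -2.96 for H3f3b, 6.66 for Epc1 and 3.39 for Msi2, and no alternative removes these differences. Of the 37 genes, 32 have listed values within 0.01 of the normalized values of the listed probe. Besides these 4, Myst1 does not, with 0.46 in the paper and -0.34 in the normalized values between recrudescent and regressed phase, and it has no other probe on the array.

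In Fig. 8 the paper shows the array value of Vash1 at about 3.2 and of Fn1 at about 3.6, read by eye, as higher in active than in regressed phase. The log2 changes here are -2.55 for Vash1 and a bound of -3.33 for Fn1, both higher in regressed phase. The axis is named fold change, but the bars have the size of log2 differences, so they were compared on the log2 scale. No alternative removes these differences, and 2 of the 6 values compared in the figure differ.

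The paper relates the expression of the muscle band genes in regressed phase to layered peritubular cells, without stating how their level compares with the other phases. Of these 5 genes, 3 lay above the median change in recrudescent phase and 5 in active phase, and their median relative change was 0.62 toward active and recrudescent phase, and 0.14 to 1.06 with 1 array left out. The paper places the 11 genes for the number of cells higher in recrudescent and active phase. Relative to the median change, 6 of them were higher in recrudescent and 4 in active phase, with a median relative change of -0.32. The paper describes Sp1, HNF4-α and c-Myc as prominent in recrudescent and active phase. Sp1 was below background on all 6 arrays, Myc was well above background on 1 active array, and Hnf4a stood at 5.15, 4.71 and 4.42 on the log2 scale in active, recrudescent and regressed phase. The paper groups active with regressed phase in its clustering. Averages of the replicates joined active with recrudescent phase first, at 1.21, and the authors' normalized values joined active with regressed phase first, at 1.19. With a centered Pearson distance the authors' normalized values also joined active with recrudescent phase first, at 0.212.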

Other observations

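The 2 tests of the surface division reported here were chosen after the result was seen, and the tests of germ cell markers and of other pairings of the arrays were set earlier.

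Arrays of different phases resembled each other by whether their signal had been divided by the fitted surface. Pairs treated alike had a mean r of 0.727 and pairs treated differently 0.593, a gap of 0.134. The division on 3 of the 6 arrays is a candidate explanation. Without it, the gap was 0.00234. With the division on all 6 arrays, which also treats them alike, a gap of 0.0530 remained (0.0725 among the probes well above background on no array). The unequal treatment is thus not shown to be the whole cause. Each array was divided by its own surface in that setting, so how much of the remaining gap the division itself makes stays open. Among the probes well above background on no array the gap went from 0.347 to 0.0078, and among those well above background on all 6 arrays it was 0.0151 with the division in place. The phases with divided and undivided arrays are not the same in number, since both recrudescent arrays and neither regressed array were divided, so the part of this gap that phase contributes is not separate in this test.

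Changes of dim probes between recrudescent and regressed phase followed the surface at the position of the probe. Over 753 probes that were well above background on no array and carried no surrogate, the slope of the log2 change on the log2 surface was -0.87 with the division and 0.128 (SE 0.0195) without it, which differ by about 1 by construction. These probes were picked for a signal between the surrogate and the mark for well above background, a narrow range that limits the slope without the division whatever its origin. A trend that the division added and a trend across the array thus cannot be told apart for dim probes. Over the 8224 probes without a surrogate on any array the slope was 0.53 without the division and -0.48 with it, and over the probes well above background on all 6 arrays 0.71 and -0.29. Since probes were placed on the array without regard to phase, no biological explanation was tested.

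A list of 46 meiotic and post-meiotic germ cell markers was tested for a loss with regression. Its median relative log2 change was 0.47 toward active and recrudescent phase, and 0.16 to 0.43 with 1 array left out, and camera gave an unadjusted p of 0.0510, with an adjusted p of 0.153 over the marker lists by camera and 0.628 by fry. Of the 4 markers measured on both sides between active and regressed phase, Prm1 and Sycp3, which the paper also names, were 33.6-fold and 41.3-fold and Tssk6 2.52-fold higher in active phase, and Rec8 was 2.45-fold higher in regressed phase (SE 1.28 on the log2 scale). The other detected probes of Prm1 and of Rec8 went the other way. In that comparison 26 of the 46 were below background on all 4 arrays, so a loss of germ cell transcripts and no change cannot be told apart for this list. The 20 Sertoli and Leydig cell markers had a median relative change of 0.22 (0.08 to 0.74 with 1 array left out), with an adjusted p of 0.400 by camera, and the 12 blood markers -0.09, with 0.759.

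Limma's test over the phases called 0 probes for the real pairing of the 6 arrays. Each of the 15 ways to pair them thus gave at least as many by construction, up to 31 probes, and this count decides nothing about chance, which 15 pairings could not have excluded at 0.05. Scaled on the probes well above background on all 6 arrays, the real pairing gave 50 probes and another pairing 454.

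Replicates with the same number did not resemble each other across phases. The correlation of the differences between replicates 1 and 2, across probes that are not independent, was -0.20 between active and recrudescent phase, 0.10 between active and regressed phase and -0.10 between recrudescent and regressed phase.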
